# CHCHD2 mutant mice link mitochondrial deficits to PD pathophysiology

**DOI:** 10.1126/sciadv.adu0726

**Published:** 2025-11-14

**Authors:** Szu-Chi Liao, Kohei Kano, Sadhna Phanse, Mai Nguyen, Elyssa Margolis, YuHong Fu, Jonathan X. Meng, Mohamed Taha Moutaoufik, Zac Chatterton, Tatiana Saccon, Kirsten Broderick, Hiroyuki Aoki, Jeffrey Simms, Felicia Xaveria Suteja, Yoshitaka Sei, Eric J. Huang, Kevin McAvoy, Giovanni Manfredi, Glenda Halliday, Mohan Babu, Ken Nakamura

## Abstract

Mitochondrial dysfunction is a hallmark of Parkinson’s disease (PD), but the mechanisms by which it drives autosomal dominant and idiopathic forms of PD remain unclear. To investigate this, we generated and performed a comprehensive phenotypic analysis of a knock-in mouse model carrying the T61I mutation in the mitochondrial protein CHCHD2 (coiled-coil–helix–coiled-coil–helix domain–containing 2), which causes late-onset symptoms indistinguishable from idiopathic PD. We observed pronounced mitochondrial disruption in substantia nigra dopaminergic neurons, including distorted ultrastructure and CHCHD2 aggregation, as well as disrupted mitochondrial protein-protein interactions in brain lysates. These abnormalities were associated with a whole-body metabolic shift toward glycolysis, elevated mitochondrial reactive oxygen species (ROS), and progressive accumulation of aggregated α-synuclein. In idiopathic PD, *CHCHD2* gene expression also correlated with α-synuclein levels in vulnerable dopaminergic neurons, and CHCHD2 protein accumulated in early Lewy aggregates. These findings delineate a pathogenic cascade in which CHCHD2 accumulation impairs mitochondrial respiration and increases ROS production, driving α-synuclein aggregation and neurodegeneration.

## INTRODUCTION

Mitochondria have long been hypothesized to play a central role in the pathophysiology of Parkinson’s disease (PD). Sporadic PD has been repeatedly associated with decreased respiratory chain activity, especially mitochondrial complex I in dopaminergic (DA) neurons in the substantia nigra pars compacta (SNc) (*1*–*3*). Aging is also the greatest risk factor for PD, and mitochondrial DNA mutations accumulate at a faster rate in SNc dopaminergic (DA) neurons in PD than in normal aging (*4*, *5*). Moreover, neurotoxin data suggest that SNc DA neurons are preferentially vulnerable to mitochondrial complex I dysfunction, as exposure to the mitochondrial complex I inhibitors rotenone and 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine (MPTP) either predispose to PD (rotenone) or cause a parkinsonian syndrome (MPTP) (*6*–*8*).

Although the neuropathologic and neurotoxin data implicate mitochondria in PD pathophysiology, they do not establish that changes in mitochondria actually cause PD. The most direct evidence for a causal link between mitochondrial dysfunction and PD comes from mutations in the mitochondrial protein PINK1 and the mitochondria-associated protein Parkin, which cause familial forms of PD (*9*). Moreover, the roles of PINK1 and Parkin in mitochondrial turnover, biogenesis, motility, and bioenergetics suggest potential mechanisms by which mitochondria may cause PD (*10*–*16*). However, the absence of robust mitochondrial or other deficits in *PINK1* and *Parkin* mutant or knockout (KO) mice (*17*–*20*), as well as the identification of nonmitochondrial functions of these proteins (*21*–*25*), leaves uncertainty about the role of mitochondria in PINK1- and Parkin-mediated PD. In addition, most patients with *Parkin* mutations, the most frequent cause of autosomal recessive PD, do not have Lewy body pathology (*26*). This has led many investigators to hypothesize that autosomal recessive forms of PD are distinct disease subtypes, differing mechanistically from autosomal dominant and sporadic forms of PD that more closely resemble each other (*27*).

As such, the discovery that mutations in the mitochondrial intermembrane space protein CHCHD2 (coiled-coil–helix–coiled-coil–helix domain–containing 2) cause an autosomal dominant form of late-onset PD that closely resembles sporadic PD (*28*)—including widespread α-synuclein deposition (*29*)—proves that mitochondrial dysfunction can cause autosomal dominant PD, and strongly implicates it as a causal factor in at least a subset of idiopathic PD. It also provides an important opportunity to learn how mitochondrial dysfunction can cause PD.

However, understanding how mutations in CHCHD2 promote PD has proven challenging. Although CHCHD2 may in some way support respiration (*30*–*32*), its physiological functions remain unclear, especially in vivo. Moreover, mice lacking CHCHD2 exhibit only subtle phenotypes (*33*, *34*), suggesting that CHCHD2 mutations may produce toxicity through gain of function. This possibility is supported by recently described mouse models with mutant CHCHD2 (*35*–*37*) and by the finding that mutations in CHCHD10, CHCHD2’s paralog and binding partner, appear to produce toxicity through gain of function (*38*). However, how exactly mutant CHCHD2 affects mitochondria and their functions in vivo and ultimately leads to neuronal dysfunction and preferential degeneration of nigrostriatal dopamine neurons remains unclear. To address this gap, we conducted a comprehensive analysis of the CHCHD2 T61I phenotype using a mouse model we generated and extended key observations to brain tissue from patients with sporadic PD.

## RESULTS

### Generation of CHCHD2 T61I mice with CRISPR genome editing

CHCHD2 p.T61I mice were generated using CRISPR-Cas9 genome editing (Fig. 1A). Two single guide RNAs (sgRNAs) were used to delete exons 2 and 3, and a targeting donor vector was used to deliver the cytosine-to-thymine mutation, resulting in the codon change from threonine to isoleucine. This approach allowed us to specifically target *CHCHD2* without affecting *Zbed5*, which shares high sequence identity with *CHCHD2* in rodents (*35*). A silent cytosine-to-guanine mutation 2 nucleotide immediately upstream was also introduced for genotyping purposes.

**Fig. 1.**
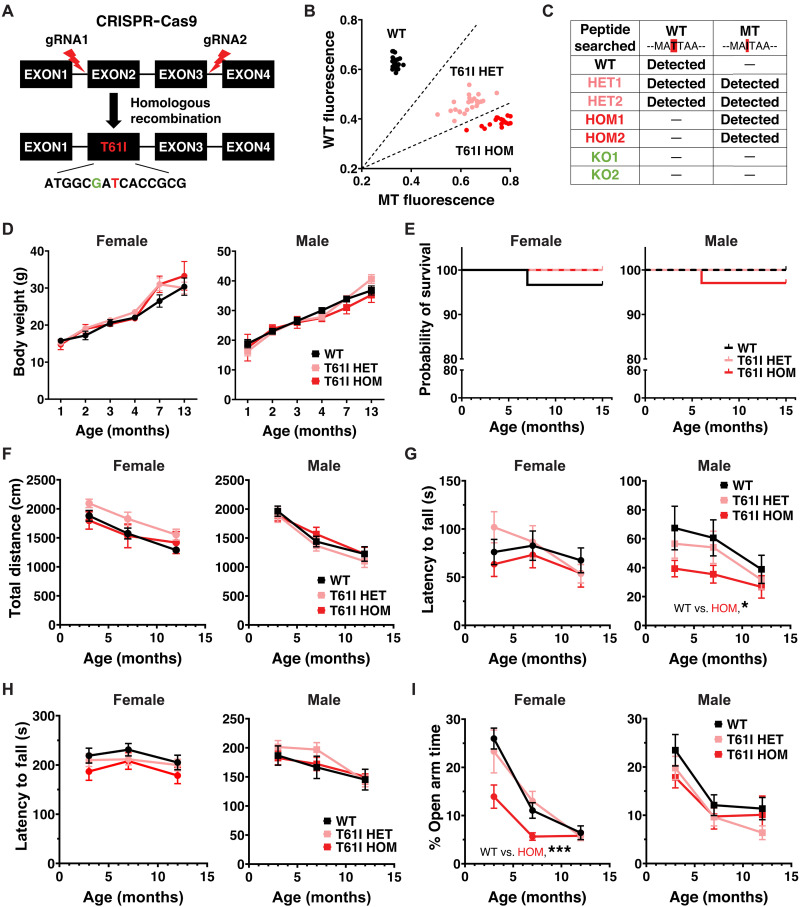
CHCHD2 T61I mice exhibit normal survival and subtle motor deficits. (**A**) Insertion of CHCHD2 T61I point mutation by CRISPR-Cas9 gene editing and homologous recombination. (**B**) CHCHD2 T61I mouse single-nucleotide polymorphism genotyping by qPCR. Three clusters were autogenerated by allelic discrimination in the analysis software, including WT (black), T61I HET (pink), and T61I HOM (red). (**C**) WT peptide (MAQMA**T**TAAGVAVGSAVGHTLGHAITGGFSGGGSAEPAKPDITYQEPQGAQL) and mutant peptide (MAQMA**I**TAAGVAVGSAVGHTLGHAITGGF) were searched in brain lysates of seven mice of different genotypes (one WT, two T61I HET, two T61I HOM, and two CHCHD2 KO). WT peptide was found in WT and HET mice, while mutant was found in HET and HOM mice. Neither peptide was found in KO mice. (**D**) CHCHD2 T61I mice showed similar body weights compared with WT through 13 months of age. *N* = 5 to 9 mice per genotype per gender. (**E**) T61I mice showed normal survival compared with WT in Kaplan-Meier survival curve through 16 months of age. Left, females (*n* = 30 WT, 18 HET, and 17 HOM); right, males (*n* = 21 WT, 20 HET, and 34 HOM). (**F**) Total movements of T61I mice were normal in the open field test. (**G**) Male T61I HOM mice showed a significant decrease in latency to fall in inverted grid hang. (**H**) Latency to fall in the accelerating rotarod test was not changed in T61I mice. (**I**) Female HOM showed significantly lower time spent in the open arms. In all behavioral studies [(F) to (I)], *n* = 16 WT, 16 HET, and 13 HOM (female), or 14 WT, 18 HET, and 17 HOM (male). In all panels, data represent mean ± SEM. *P < 0.05, ***P < 0.001 by linear mixed-effects analysis.

Because of the signal overlap from *Zbed5* in Sanger sequencing, we used quantitative polymerase chain reaction (qPCR) to perform single-nucleotide polymorphism (SNP) genotyping of the mice (Fig. 1B). Different genotypes were distinguished using wild-type (WT) and mutant probes based on clustering. As orthogonal confirmation, liquid chromatography with tandem mass spectrometry (LC-MS/MS) of total brain protein lysates was used to identify WT and mutant peptides (Fig. 1C).

### CHCHD2 T61I mice show normal life span and subtle motor deficits

CHCHD2 p.T61I mice were born in normal Mendelian proportions [WT: 26.9%, HET (heterozygous): 42.6%, HOM (homozygous): 30.6%, *n* = 108] and had similar body weights to littermate controls through 13 months of age (Fig. 1D). Survival was also unchanged through 16 months (Fig. 1E). A small subset of mice tracked for 23 months also failed to show any effects on survival (fig. S1A).

We next assessed whether the CHCHD2 T61I mutation disrupts motor function. We studied both heterozygous T61I mice, which model the heterozygous T61I expression observed in PD, and homozygous mutant mice, which we hypothesized would have stronger phenotypes. T61I homozygous and heterozygous mutation had no overall effects on total movement in open field testing across the three time points (3, 7, or 12 months) (Fig. 1F). Repeated open field testing with the automated tracking system, EthoVision XT, on a small cohort of 23-month-old male mice also failed to show differences in total movement or time spent moving (fig. S1, B and C). Although total movement was not affected, male (but not female) homozygous T61I mice exhibited a significantly shorter latency to fall in inverted grid hang test (Fig. 1G). No significant differences were found in rotarod testing (Fig. 1H). In the elevated plus maze, female T61I homozygous mutants showed a trend-level decrease in distance traveled (fig. S1D). Overall, these findings are consistent with subtle motor deficits in the T61I mice, with no evidence of progression with older age. In contrast to homozygotes, analysis of the motor function of CHCHD2 T61I heterozygous mice revealed only a small difference in distance traveled on elevated plus maze versus controls (fig. S1D), with no other differences across the behavioral assessments (Fig. 1, F to H, and fig. S1, B to C).

Mice with the T61I mutation also showed evidence of nonmotor changes. In elevated plus maze testing, female homozygous T61I mice spent considerably less time in the open arms, exhibited a reduced open arm/total distance percentage, and entered the open arms fewer times, aligning with increased anxiety (Fig. 1I and fig. S1D).

### CHCHD2 T61I disrupts dopamine autoreceptor function but does not cause significant degeneration of mouse SNc DA neurons

We next assessed whether the T61I mutation affects the somatodendritic physiological health of SNc DA neurons. Ex vivo whole-cell recordings from 23-month-old male mice showed that basic physiological properties of SNc DA neurons in homozygous T61I mice were similar to those in control SNc neurons. As expected, most DA neurons fired spontaneously in a regular, pacemaker fashion in both cell-attached and whole-cell configuration (Fig. 2, A to F). On average, action potentials in DA neurons from the T61I mice had a less depolarized peak compared to controls (Fig. 2G). A parallel but not significant pattern was observed in action potential threshold (Fig. 2H). There was no difference in action potential durations (fig. S2A). A small population of DA neurons from the T61I mice showed less regularity of firing (greater coefficient of variation of interspike intervals) compared to WT DA neurons (Fig. 2F); however, overall, this measurement was not significantly different between groups. *I*_h_ magnitude and input resistance distributions were also similar between SNc DA neurons from WT and T61I mice (fig. S2, B and C).

**Fig. 2.**
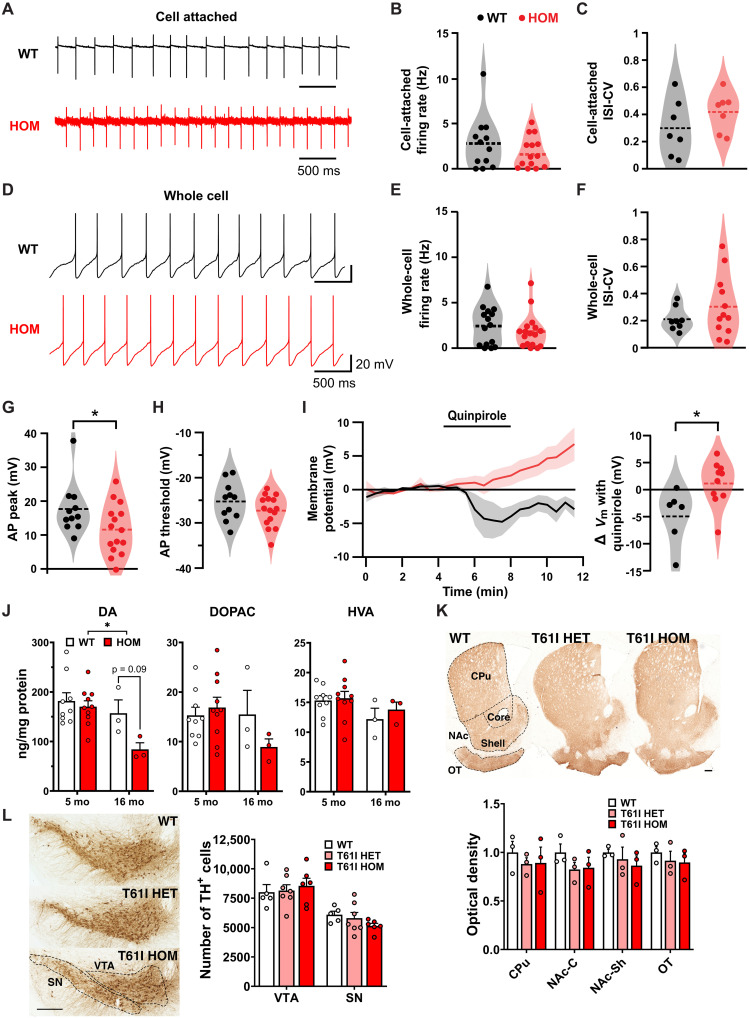
CHCHD2 T61I point mutation disrupts DA autoreceptor function without DA neuron degeneration. Recordings were made blind to genotype. (**A** to **C**) SNc DA neurons from CHCHD2 T61I and control mice fired spontaneously in acute brain slices in cell attached recording configuration. (A) Example recording traces. (B) Spontaneous firing rates in DA neurons in cell-attached mode were similar. (C) Regularity of spontaneous firing evaluated by the coefficient of variation of 100 consecutive interspike intervals (ISI-CV). (**D**) Example of whole-cell current-clamp (*I* = 0 pA) recordings. (**E** and **F**) Firing rates and ISI-CVs were similar in whole-cell recording configuration. (**G** and **H**) Spontaneous action potential (AP) waveform, AP peak (G) and threshold (H). (**I**) The D2R selective agonist quinpirole (1 μM) caused hyperpolarization in most WT but not T61I mutant neurons. Left: time course response averages; right: summary. In (A) to (I), *N* = 5 WT and 4 HOM male mice at 23 months; each dot is a neuron. (**J**) HPLC of dorsal CPu punches at 5 or 16 months showed lower DA level in T61I HOM mice. HVA, homovanillic acid; DOPAC, 3,4-dihydroxyphenylacetic acid. *N* = 9 to 10 (5 months) or 3 (16 months) mice per genotype. (**K** and **L**) Representative images of TH immunoreactivity in striatal (K) or midbrain sections (L) of T61I mice at 16 months. There was no difference in either TH optical density in the striatum or stereology cell counts in the midbrain. Subregions are indicated with dotted lines. CPu, caudate putamen; NAc, nucleus accumbens; OT, olfactory tubercle. *N* = 3 mice per genotype, four sections per animal (K) or five to seven mice per genotype (L). Scale bar: 300 μm. In all panels, data represent mean ± SEM or with kernel density estimations. *P < 0.05 by *t* test (parametric) or permutation (nonparametric) analysis [(A) to (I)] or two-way ANOVA with Sidak’s (J) or Tukey’s [(K) and (L)] post hoc test.

There was, however, one major neurophysiological alteration in DA neuron function in the CHCHD2 T61I mice. Dopamine release in the SNc inhibits further release by activating dopamine D2 receptors (D2Rs) on the dopamine-producing neurons (*39*–*41*). We found that in CHCHD2 T61I mice, treatment with a D2R agonist failed to elicit D2R hyperpolarization in SNc DA neurons (Fig. 2I). The lack of D2R agonist-induced hyperpolarization may be due to one or more of the following factors: down-regulation of D2Rs, down-regulation of the G protein receptor gated inwardly rectifying K^+^ channels responsible for the hyperpolarization response, or D2R coupling changing to an alternative signaling pathway. This loss of autoinhibition could enhance DA neuron firing activity in vivo in certain behavioral conditions.

To determine whether CHCHD2 T61I affects dopamine metabolism, we assessed dopamine levels in the dorsal striatum, the primary target of dopaminergic projections from the SNc. T61I homozygous mice showed lower levels of DA when considered across 5 and 16 months (Fig. 2J), suggesting disrupted dopamine signaling. Other monoamines and monoamine metabolites were also detected but not significantly different between groups (Fig. 2J and fig. S2D).

We next examined whether the T61I mutation leads to DA neuron degeneration. First, to assess the integrity of DA neuron terminals, we quantified tyrosine hydroxylase (TH) expression in the striatum using 3′3-diaminobenzidine (DAB) staining. There was no significant effect of either heterozygous or homozygous T61I mutation on TH optical density in the striatum of 16-month-old mice (Fig. 2K). A second cohort of 23-month-old male mice also showed no difference between the T61I and WT mice (fig. S2E). We then performed stereology to quantify the number of DA neurons in the midbrain and similarly found no significant loss of DA neurons in either the substantia nigra (SN) or ventral tegmental area (VTA) (Fig. 2L).

### Preferential accumulation of CHCHD2/10 and disrupted mitochondrial ultrastructure in SNc DA neurons

CHCHD2 forms homodimers and heterodimers with CHCHD10 in mitochondria under physiological conditions (*30*). Moreover, homodimers and heterodimers containing T61I CHCHD2 are prone to aggregate (*29*, *30*). To assess the effects of T61I mutation on the expression, subcellular distribution, and spatial organization of CHCHD2, we used super-resolution microscopy on 16-month-old mice. First, we found that T61I did not change the level of CHCHD2 expression in either SN or VTA DA neurons (Fig. 3, A and B). Similarly, the level of CHCHD10 expression was comparable between neurons of all genotypes. However, both heterozygous and homozygous T61I-expressing DA neurons had markedly increased size of CHCHD2 and CHCHD10 punctae, specifically in the SN, and not the VTA. Here, punctae are defined as foci of CHCHD2 or CHCHD10 immunofluorescence that could represent either CHCHD2 and CHCHD10 aggregation, or focal areas of increased CHCHD2 and CHCHD10 levels in mitochondria. Notably, CHCHD2 and CHCHD10 punctae were also increased in the SN at an earlier time point, 9 months, although the overall punctae level was lower than at 16 months (Fig. 3C), suggesting that protein buildup occurs in an age-dependent manner.

**Fig. 3.**
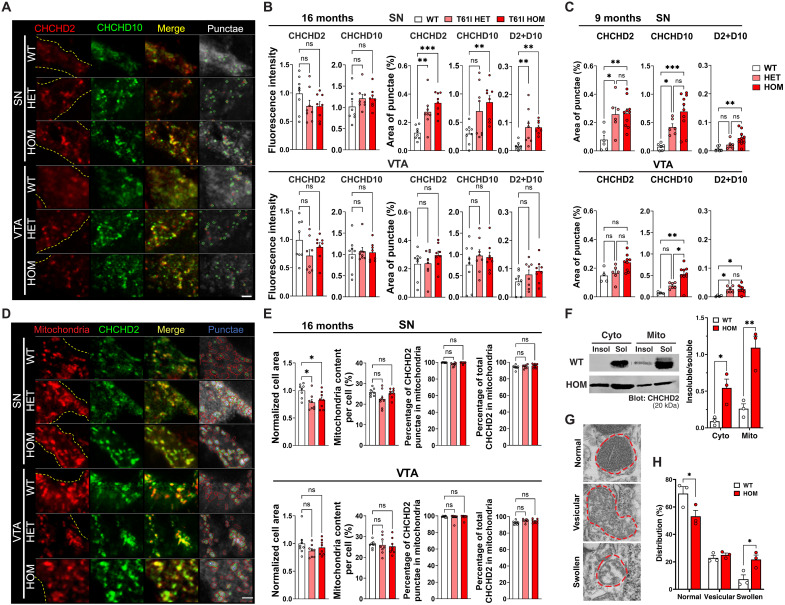
T61I point mutation increases accumulation of CHCHD2 and CHCHD10 in mitochondria preferentially in SN DA neurons. (**A**) Representative fluorescence images of CHCHD2 (red), CHCHD10 (green), and merge in subregions in the midbrain of T61I mice at 16 months. Punctae were semiautomatically annotated by CellProfiler. (**B** and **C**) Quantification of CHCHD2 and CHCHD10 intensity (B only), punctae area, and punctae colocalization at 16 (B) or 9 (C) months. (**D**) Representative fluorescence images of mitochondria (PDH, red), CHCHD2 (green), and merge at 16 months. CHCHD2 punctae in blue. (**E**) Quantification of cell area, mitochondrial content, CHCHD2 punctae in mitochondria, and percent of CHCHD2 in mitochondria. In (A) to (E), *n* = 6 to 8 TH^+^ cells (six fields per region per mouse, four mice per genotype at 16 months or three to five mice per genotype at 9 months). Mitochondrial content and punctae area were normalized to cell area. In (A) and (D), the cell body is outlined with dotted lines based on TH signal. Examiner was blinded to genotype. Scale bar, 1 μm. (**F**) Western blot revealed increased insolubility of T61I CHCHD2 in both mitochondrial and cytosolic brain lysate fractions. *N* = 2 mice per genotype at 16 months from three independent experiments. (**G**) Electron microscopy images of normal, vesicular, or swollen mitochondria in SN DA neurons (19,000× magnification) labeled with primary TH antibody followed by secondary gold particle–conjugated antibody. (**H**) T61I HOM mice had a higher percentage of swollen mitochondria. *N* = 71 to 189 mitochondria per mouse, three mice per genotype. In all panels, data represent mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001 by one-way ANOVA with Tukey’s post hoc test [(B), (C), and (E)] or two-way ANOVA with Sidak’s post hoc test [(F) and (H)].

Because both CHCHD2 and CHCHD10 are predominantly localized to the mitochondrial intermembrane space (*42*), we next assessed whether T61I CHCHD2 affects the mitochondrial content in either SNc or VTA DA neurons at 16 months. We found that T61 CHCHD2 heterozygous and homozygous DA neurons had similar mitochondrial content to controls, based on immunofluorescence against the inner mitochondrial marker pyruvate dehydrogenase (PDH) (Fig. 3, D and E). In addition, almost all of the T61 CHCHD2 and WT CHCHD2 colocalized with mitochondria (Fig. 3E).

To gain insight into whether the accumulation of CHCHD2 punctae reflects a change in CHCHD2 protein solubility, for instance, due to CHCHD2 aggregation, we performed Western blots on cytosolic and mitochondrial fractions (*43*) from total brain lysates of 16-month-old mice (Fig. 3F). T61I CHCHD2 homozygous mice had increased levels of insoluble versus soluble CHCHD2 in both cytosolic and mitochondrial fractions, with the latter being more abundant, suggesting greater aggregation of T61I CHCHD2 within mitochondria.

The accumulation of T61I CHCHD2 mutant and CHCHD10 within mitochondria suggests potential disruption of mitochondria. To address whether mitochondrial cristae were affected by protein accumulation, we labeled DA neurons using immunogold staining and assessed the mitochondrial ultrastructure. Following the definition by Eustaquio *et al.* (*44*), we categorized mitochondrial morphology into three groups: normal, vesicular, and swollen (Fig. 3G). Compared with WT mice, T61I CHCHD2 homozygous mice showed a significant decrease in normal form and a significant increase in swollen form of mitochondria in SN DA neurons (Fig. 3H and fig. S2F), indicating mitochondrial damage by CHCHD2 T61I mutation.

### CHCHD2 expression levels are altered in vulnerable DA neurons in sporadic PD

The accumulation of aggregated CHCHD2 in the mitochondria of SNc DA neurons from T61I CHCHD2 mice, as well as the associated disruption of their mitochondrial ultrastructure, suggests that changes in CHCHD2 conformation could contribute to disease pathophysiology in CHCHD2 PD. It also raises the question of whether CHCHD2 could also accumulate and contribute to degeneration in sporadic PD. To assess this, we compared *CHCHD2* gene expression in DA neurons in midbrain samples from patients with sporadic PD and age-matched human controls, using spatial genomics (GeoMx WTA) (Fig. 4A and table S1). In controls, transcriptomic levels of both *CHCHD2* and *CHCHD10* were higher in the more vulnerable DA neurons in the ventral tier of the SN (SNV) than in the more resilient DA neurons in the dorsal tier (SND) (LIMMA adjusted *P* value <2.2 × 10^−9^) (Fig. 4A). As both *CHCHD2* and *CHCHD10* showed positive correlations with *OXPHOS* genes (fig. S3A), this difference could result from a relatively high mitochondrial mass in the SNV compared to the SND (fig. S3B). Considering that DA neurons in both mice and humans have increased levels of both CHCHD2 and CHCHD10 (*33*), these findings suggest either that increased CHCHD2 contributes to the preferential vulnerability of SNV DA neurons or that CHCHD2 is protective.

**Fig. 4.**
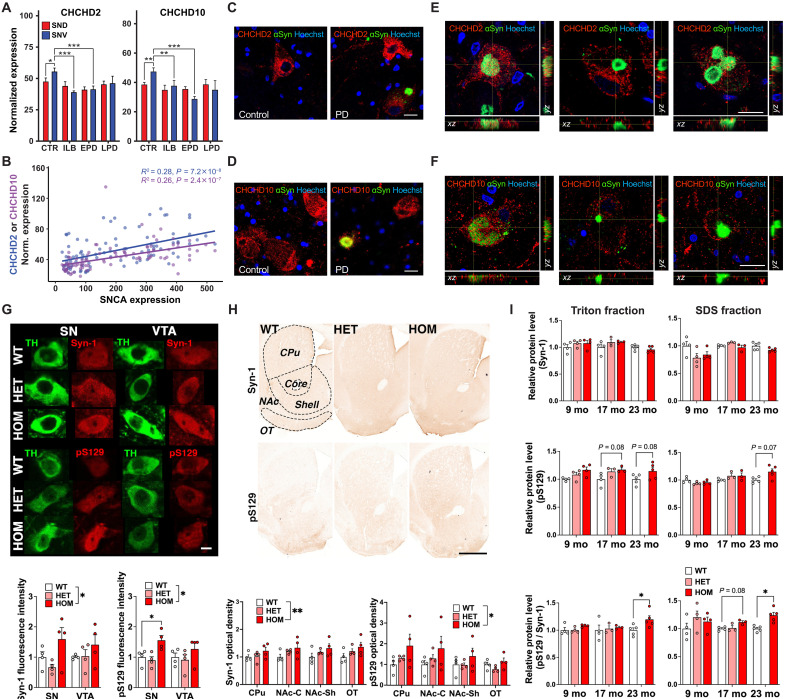
Interrelationship between CHCHD2 and α-synuclein in PD and PD mouse models. (**A**) GeoMx transcriptomics showed significant down-regulation of *CHCHD2* and *D10* in DA neurons of SNV (ventral tier of SN) but not SND (dorsal) of ILB and EPD cases. CTR, control; ILB, incidental Lewy body; EPD or LPD, PD with early or late Braak stage pathology. (**B**) Positive linear associations between levels of *CHCHD2* or *D10* and *SNCA* in the SN. (**C** and **D**) CHCHD2 (C) or D10 (D) localization in control and PD SN DA neurons. (**E** and **F**) Location of CHCHD2 (E) or D10 (F) in different staged αSyn aggregations. Scale bars, 50 μm [(C) and (D)] or 20 μm [(E) and (F)]. Numbers of human samples [(A) to (F)] in table S1. (**G** and **H**) Representative images and quantification of total α-synuclein (Syn-1) or phosphorylated α-synuclein (pS129) immunoreactivity in midbrain (G) or striatal sections (H) of 16-month-old mice. Syn-1 and pS129 immunoreactivities increased in HOM mice when considered across SN and VTA (G) or four subregions in the striatum (H), although differences within some individual regions did not reach significance. Dotted lines delineate subregions in the striatum. Scale bars, 10 μm (G) or 300 μm (H). *N* = 4 sections per mouse, four mice per genotype. (**I**) Quantification of α-synuclein in soluble (Triton X-100) and insoluble (SDS) fractions of frontal cortex lysates. pS129 and pS129/total α-synuclein ratio increased progressively in HOM mice from 9 to 23 months. Protein levels were normalized to total protein determined by Coomassie brilliant blue staining (fig. S3G). *N* = 3 to 5 mice per genotype at each time point (except two HET in SDS fraction at 17 months). mo, months. In all panels, data represent mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001 by LIMMA contrasts (A) or two-way ANOVA with Tukey’s post hoc test [(G) to (I)].

In patients with early PD (EPD) there was a decrease in *CHCHD2* gene expression in DA neurons in the SNV, but not SND (Fig. 4A), raising the possibility that the high *CHCHD2*-expressing SNV DA neurons were lost or that *CHCHD2* expression in these DA neurons decreases as they begin to degenerate. The latter possibility is supported by the finding that *CHCHD2* expression is also decreased in SNV DA neurons from individuals with incidental Lewy bodies (ILBs) and no significant loss of SNV DA neurons. Notably, this relationship disappeared in the late Lewy pathological stage of PD (LPD), when only the most resilient DA neurons remain. The presence of higher *CHCHD2*-expressing DA neurons in late PD might indicate that those DA neurons with lower *CHCHD2* ultimately die; however, further investigation is needed.

### CHCHD2 and α-synuclein display correlated expression and subcellular localization in SNc DA neurons in sporadic PD

The finding of extensive α-synuclein aggregation in a patient with CHCHD2 T61I mutation suggests that mutant CHCHD2 may promote α-synuclein aggregation (*29*). To gain insight into the relationship between mutant T61I CHCHD2 and synuclein, we first examined the relationship between *CHCHD2* and *SNCA* gene expression by spatial transcriptomics (Fig. 4B). As with *CHCHD2*, *SNCA* expression in controls was higher in DA neurons in the most PD-vulnerable ventral tier (SNV mean ± SD, 196 ± 143) than those in the dorsal tier (SND, 137 ± 101, LIMMCA adjusted *P* value 1.9 × 10^−13^). Considering the known pathogenicity of increased WT α-synuclein (*45*), this suggests that increased α-synuclein levels may contribute to the preferential vulnerability of ventral tier DA neurons. When pooling control subjects (Fig. 4B), regression tests indicated positive linear associations between the level of *SNCA* and *CHCHD2* (*R*^2^ = 0.37, Pearson *P* value 3.5 × 10^−6^) as well as between the level of *SNCA* and *CHCHD10* (*R*^2^ = 0.21, Pearson *P* value = 9.9 × 10^−4^) within the ventral tier.

Next, we examined CHCHD2 localization in SNc DA neurons from PD and age-matched controls (Fig. 4, C and D). In PD samples, a fraction of both CHCHD2 and CHCHD10 colocalized with α-synuclein aggregations at all stages (defined in fig. S3C) of Lewy pathology development (Fig. 4, E and F, and fig. S3, D to F).

### Age-dependent α-synuclein aggregation in CHCHD2 T61I mice

Given the above correlations between *CHCHD2* and *SNCA* gene expression in SNc DA neurons and the distribution of CHCHD2 and CHCHD10 in α-synuclein aggregates in PD cases, we next examined whether α-synuclein accumulates and aggregates in the CHCHD2 T61I mutant mice. We first assessed whether the T61I mutation affects α-synuclein levels specifically in midbrain DA neurons by immunofluorescence staining for total α-synuclein and phosphorylated α-synuclein at serine-129 (pS129) (Fig. 4G). Quantification revealed an increase in pS129 levels in homozygous SNc DA neurons. Total α-synuclein levels were also increased overall in homozygote midbrain DA neurons. Moreover, both α-synuclein and pS129 were increased in the striatum of homozygous T61I mice at 16 months by optical density, while changes in heterozygotes did not reach significance (Fig. 4H). Therefore, T61I homozygous mice accumulated increased levels of both total and phosphorylated α-synuclein both in the SNc DA neurons’ cell body and in the striatum. However, further investigation is required to determine whether SNc DA neurons in heterozygous T61I mice also accumulate more α-synuclein at older age, and whether the increase in the striatum reflects changes in midbrain DA axons versus striatal target neurons.

We next investigated the impact of the CHCHD2 T61I mutation on the chronological progression of α-synuclein aggregation by quantifying α-synuclein protein levels in the cerebral cortex of mutant mice using Western blot analysis (Fig. 4I). At 9 months of age, no differences were observed in total α-synuclein or pS129 levels in either the soluble or insoluble fractions. By 17 months, however, homozygous mice exhibited a trend toward increased pS129 levels in the Triton X-100-soluble fraction, potentially reflecting phosphorylated α-synuclein that is not yet aggregated or is in the early stages of aggregation (*46*–*48*). At 23 months, homozygous mice also exhibited a trend toward increased pS129 levels in the Triton X-100-insoluble [sodium dodecyl sulfate (SDS) soluble] fraction, and the ratio of pS129 to total α-synuclein was increased, consistent with the presence of more mature, potentially pathological aggregates (*49*).

Therefore, the T61I mutation causes an age-dependent increase in α-synuclein aggregation, mirroring elevated pS129 levels observed with PD progression (*50*). This raises the possibility that CHCHD2-induced α-synuclein aggregation may become toxic over time, or at least would if mice lived longer. Moreover, the data indicate that aggregated α-synuclein extends beyond the SNc and striatum, consistent with the possibility that aggregated α-synuclein could also contribute to nonmotor symptoms.

### CHCHD2 mutant mouse brains exhibit a metabolic shift toward glycolysis and the pentose phosphate pathway

The accumulation of aggregated T61I CHCHD2 mutant and CHCHD10 within mitochondria, as well as the disruption of mitochondrial ultrastructure, strongly suggests that mutant T61I CHCHD2 will also disrupt mitochondrial function. Previous studies have highlighted a metabolic switch from mitochondrial respiration to glycolysis as a compensatory mechanism to sustain cellular adenosine triphosphate (ATP) in the context of mitochondrial dysfunction (*51*). Notably, recent work with a DA neuron-specific complex I–deficient mouse model revealed a robust up-regulation of glycolytic genes in DA neurons by RNA sequencing (*52*). Similarly, pronounced elevation of both glycolytic gene mRNA and protein levels were also found in the heart of CHCHD10 point mutant mice (*53*). To determine whether mutant CHCHD2 disrupts energy metabolism, we performed targeted and untargeted metabolomics where mice were infused with [U-^13^C]glucose for 30 min before harvest.

T61I heterozygous and homozygous mice at 19 months exhibited a robust dose-dependent increase in the total level of distal glycolytic metabolites in brain lysates including 3-phosphoglycerate (3PG), phosphoenolpyruvate (PEP), and pyruvate (Pyr) (Fig. 5, A and B). The fractional labeling with ^13^C was also increased across essentially all glycolytic metabolites in homozygous mice versus controls, consistent with an overall increase in brain metabolism of glucose through glycolysis and the pentose phosphate pathway (PPP; Fig. 5, A and C). T61I heterozygous and homozygous mice also showed dose-dependent increases in the fractional labeling of PPP metabolites and in relative amounts of a subset of TCA cycle metabolites. However, fractional labeling of TCA metabolites was not increased in homozygous mice compared to controls, suggesting that their accumulation results from a blockage and reduced turnover, rather than an increased flux of glucose metabolites toward respiration. This overall increase in glucose metabolism through glycolysis and the PPP relative to the TCA cycle is thus likely secondary to a primary disruption in mitochondrial respiration. Moreover, these data indicate that, just as T61I CHCHD2 causes the accumulation of phosphorylated α-synuclein throughout the brain—not only in vulnerable dopaminergic neurons—it also induces a brain-wide metabolic shift.

**Fig. 5.**
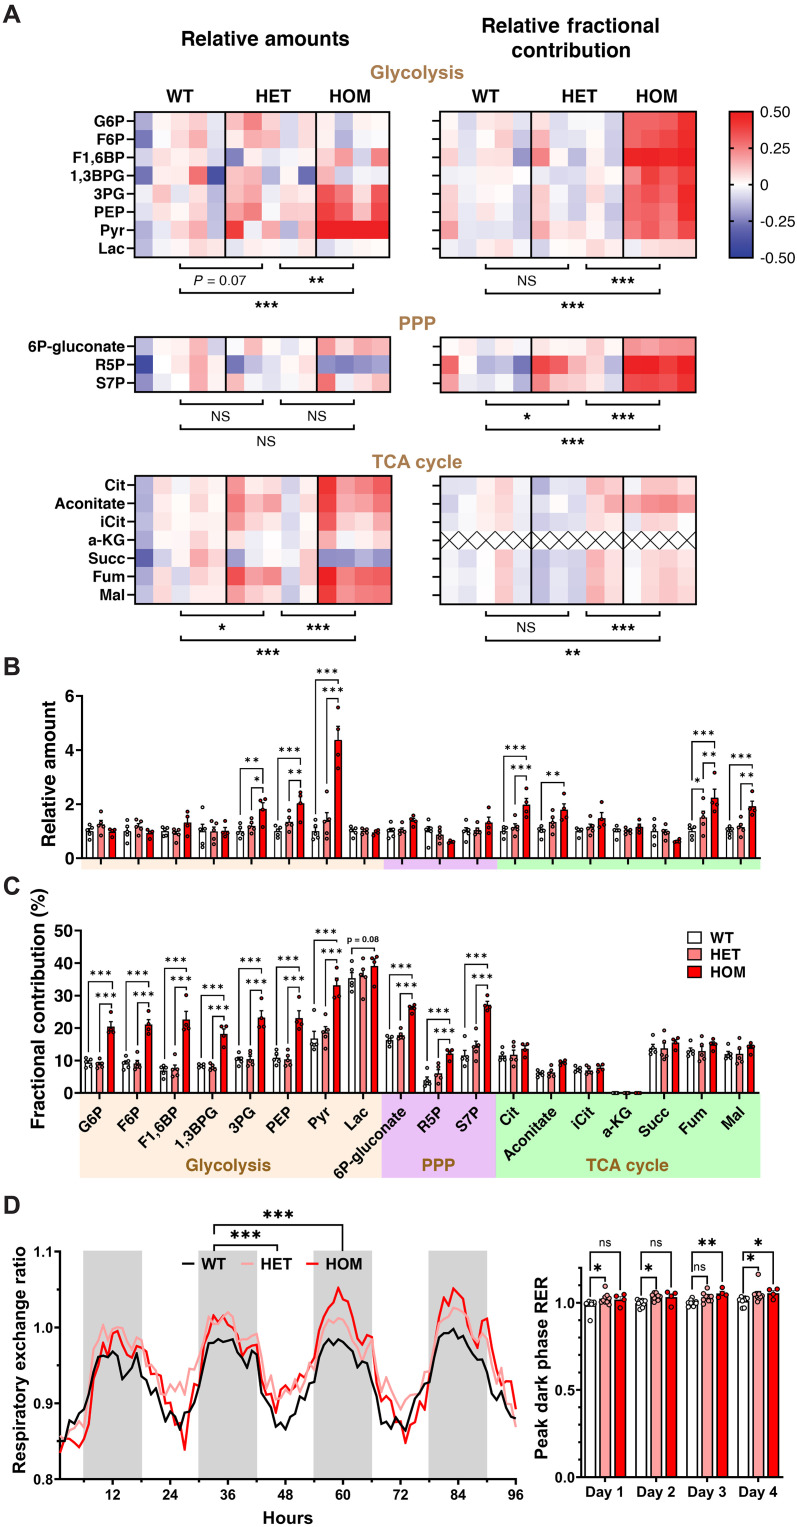
CHCHD2 mutant mouse brains exhibit a metabolic shift toward glycolysis and PPP. (**A**) Female CHCHD2 T61I mice at 19 months received tail vein injections of [U-^13^C]glucose for 30 min before brains were harvested. Brain metabolite extract was analyzed by an ion chromatography-mass spectrometry (IC-MS) detector. Heatmap shows relative total levels of metabolomics in the left column determined by nontargeted metabolomics, and fractional contribution of ^13^C-glucose to each metabolite by targeted metabolomics on the right. Each square shows the log value of a metabolite level or fractional contribution in a mouse normalized to the mean of the WT group. (**B** and **C**) Bar graph of relative amounts (B) or fractional contribution (C) of metabolites along glycolysis, PPP, and TCA cycle. T61I HET and HOM mice showed a dose-dependent increase in relative amounts in distal glycolytic and TCA cycle metabolites (B), and HOM mice showed significantly higher labeling percentages in glycolytic and PPP metabolites. G6P, glucose 6-phosphate; F6P, fructose 6-phosphate; F1,6BP, fructose 1,6-bisphosphate; 1,3BPG, 1,3-bisphosphoglycerate; 3PG, 3-phosphoglycerate; PEP, phosphoenolpyruvate; Pyr, pyruvate; Lac, lactate; R5P, ribose 5-phosphate; S7P, sedoheptulose 7-phosphate; Cit, citrate; iCit, isocitrate; a-KG, α-ketoglutarate; Succ, succinate; Fum, fumarate; Mal, malate. *N* = 5 WT, 5 HET, and 4 HOM T61I female mice at 19 months. (**D**) Respiratory exchange ratio (CO_2_ production to O_2_ consumption), RER, of T61I mice at 5 months was recorded for 5 days. T61I HOM mice showed significant increase in RER in the dark phase. *N* = 9 WT, 9 HET, and 4 HOM. In all panels, data represent mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001 by two-way ANOVA with Tukey’s [(A) to (C)] or Dunnett’s (D) post hoc test.

### CHCHD2 T61I mice show increased carbohydrate consumption

Given our finding of the metabolic shift toward glycolysis, whole-body metabolism of the T61I mice at 5 months was monitored by the comprehensive laboratory animal monitoring system (CLAMS). Throughout the 5 days in CLAMS, both heterozygous and homozygous T61I mice showed an increased respiratory exchange ratio (RER), particularly in the dark phase when mice were more active (Fig. 5D). The decrease in O_2_ consumption per CO_2_ production implies a fuel shift toward carbohydrate consumption for glycolysis without affecting overall energy expenditure as estimated by heat (fig. S4), in line with the disruption in respiration implied by metabolomics. As the measurements of whole-body metabolism primarily reflect changes from tissues outside of the brain, especially skeletal muscle and adipose tissues (*54*), these data show that CHCHD2 T61I mice have systemic metabolic changes that extend beyond the brain.

### Expression of respiratory chain genes is reduced in DA neurons in T61I mice

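Visium is an assay in which a tissue section is laid on a capture area of a slide covered with spots of barcoded primers, so that each transcript is counted through its unique molecular identifier (UMI) and traced to a spot. The deposited data cover 24 midbrain sections on 6 capture areas, each section carrying the name of its own mouse. In the CHCHD2 KO cohort, aged 13 months, 4 WT and 4 homozygous KO sections lay on 2 capture areas, and in the CHCHD2 T61I cohort, aged 16 months, 8 WT and 8 homozygous T61I sections lay on 4 capture areas. Every capture area held 2 WT and 2 mutant sections and was sequenced as one library. The authors assigned the spots to sections and regions by hand in Loupe Browser and deposited, for each gene, the median-normalized average of each section and region, which is the UMIs summed over its spots divided by the summed size factors of those spots. This normalization was done within each capture area, so WT and mutant sections were compared within capture areas. Exceptions are the study's scoring, run here with all sections of a cohort pooled, and alternatives named as such. All values were whole multiples of what one UMI was worth in their column, and the UMIs behind each value were recovered from this. In the KO cohort, the sections held between 5451680 and 8986516 UMIs on slide 1 and between 2021898 and 7100881 on slide 2, counted over the listed genes. In the T61I cohort, all on slide 3, the ranges were 9373294 to 11326134 in well A1, 10876520 to 17713275 in well B1, 8938921 to 19308437 in well C1 and 5326623 to 14517765 in well D1. The tables of slide 1 and of wells B1 and C1 listed 20538, 21604 and 21407 genes. The tables of slide 2 and of wells A1 and D1 listed only 1882, 3433 and 3156 genes, all of which reached a value of 1 in at least one column, so a gene missing from them was taken as not measured and not as 0. Alignment was done by the authors with Space Ranger, and the paper's text names neither its version nor the genome build. The comparisons used log2(value + 0.1), and changes are given on that scale, which understates the change of genes with low values. Labels were exchanged between WT and mutant sections within capture areas in an exact permutation test, which with 36 relabellings of the KO cohort can give no p below 0.0556. In the T61I cohort, the smallest p was 0.00463 in the SN (7 WT and 7 T61I sections), 0.0278 in the VTA (5 and 5) and 0.00309 in the thalamus (8 and 7), because well A1 had no VTA spots and some sections lacked a region. On well A1, the *Xist* values of sections FWT958 and MPM939 went against the first letters of their names, so these 2 may be exchanged. Both kept their labels in all tests.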

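*Chchd2* (ENSMUSG00000070493), the gene deleted in the KO line, was measured in every section of the KO cohort. In the SN, the VTA and the rest of the section its mean was higher in the sections labelled KO than in the WT sections, and in the thalamus it was lower. Its value in the SN was 5.75 ± 0.959 normalized UMIs per spot (SD, n = 4) in WT and 6.66 ± 0.735 (SD, n = 4) in the sections labelled KO, resting on 205 and 564 UMIs. In the VTA the values were 5.60 ± 1.32 (SD, n = 4) and 6.93 ± 0.655 (SD, n = 4), in the thalamus 5.08 ± 1.70 and 4.39 ± 1.23, and over the remaining spots of the section 5.72 ± 1.73 and 7.35 ± 0.416. None of these differences exceeded the spread between sections (exact two-sided permutation tests, p = 0.222, 0.111, 0.556 and 0.167). Outside the selected regions, the section with the lowest *Chchd2* reached 61.7% of the median section. The UMIs count transcripts of the locus and do not measure the protein. The groups of this cohort are therefore named by their labels, as WT sections and sections labelled KO.

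**Figure D1:**
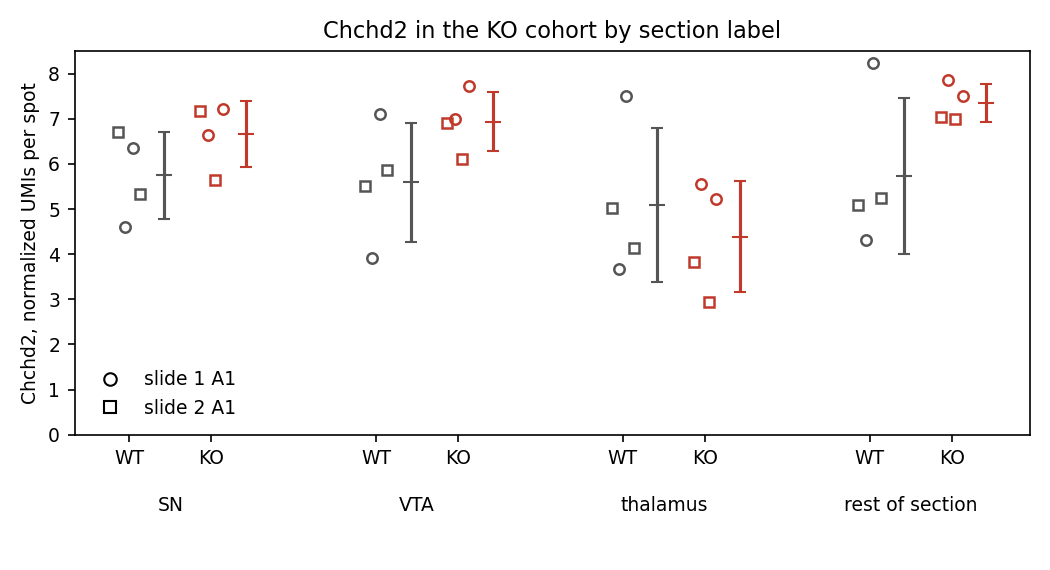
*Chchd2* in the KO cohort, in normalized UMIs per spot, by region and by the label of the section. Each symbol is one section, circles for slide 1 and squares for slide 2, and the bars beside the symbols give the mean and SD of 4 sections. No section lies near 0, and over the rest of the section the WT sections average 5.72 and the sections labelled KO 7.35.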

To investigate how CHCHD2 affects gene expression in DA neurons, we performed spatial genomics (Visium Spatial Gene Expression,10X Genomics) on midbrain sections from 16-month-old CHCHD2 T61I and from 13-month-old CHCHD2 KO mice. 

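The number of spots the authors assigned to a region differed between sections and, in the KO cohort, between genotypes. In the SN, the 4 WT sections of the KO cohort had 3 to 10 spots each, 27 in all, and the 4 sections labelled KO had 9 to 19, 58 in all. In the VTA of that cohort, the WT sections had 3 to 20 spots, 39 in all, with 15332 to 115210 UMIs per section, and the sections labelled KO had 20 to 48 spots, 121 in all, with 94377 to 240828 UMIs. The T61I cohort was more even and more deeply covered. Its SN had 9 to 37 spots in each of 7 WT sections and 10 to 40 in each of 7 T61I sections, with medians of 402511 and 350833 UMIs per section. Its VTA had 10 to 22 spots in each of 5 WT sections and 16 to 24 in each of 5 T61I sections, with medians of 211438 and 308514 UMIs. Since a value of one section and region is a single average over its spots, spots were not counted as replicates and the section was the unit of every test. Further dopaminergic spots, which the authors kept apart from the SN and VTA in part of the T61I cohort, entered only an alternative in which all dopaminergic spots of a section were pooled.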

Disks demarcating areas of gene expression analysis were selected within the SN and VTA, based on containing at least one entire TH-positive neuron and also expressing characteristic DA genes (DAT, VMAT2, or TH) above a preset threshold level (fig. S5, A and B). 

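For each pathway a score per section and region was computed as the mean of log2(value + 0.1) over a list of genes. The lists were written before the data were examined and held 17 glycolysis genes, 7 genes of the pentose phosphate pathway (PPP), 44 of complex I, 4 of complex II, 10 of complex III, 17 of complex IV, 19 of complex V and 22 of the integrated stress response. The paper's text does not give the genes behind its own pathway panels. Only genes listed in every capture area of a cohort entered a score. In the KO cohort these were 15 glycolysis genes, 43 of complex I, 3 of complex II, 10 of complex III, 15 of complex IV and 19 of complex V. PPP and the integrated stress response, with 1 and 2 genes left there, were not scored under this rule. The limit comes from slide 2, which lists 1882 genes. Slide 1 lists 20538 genes, but no score of slide 1 alone is given here. The state of these 2 lists in the sections labelled KO was therefore left open. In the T61I cohort the scores rested on 16 glycolysis genes, 3 of PPP, 43 of complex I, 4 of complex II, 10 of complex III, 15 of complex IV, 19 of complex V and 6 of the integrated stress response. Each section gave one score per list, because genes of one section are not independent replicates.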

We first examined selected pathways, including glycolysis, PPP, respiratory chain, and integrated stress response. Both T61I and CHCHD2 KO led to disruptions in metabolic gene expression (fig. S5, C and D). 

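Over the SN, VTA and thalamus of both cohorts, 42 pathway scores were compared between genotypes, and 1 of them had an unadjusted p under 0.05 in the exact permutation test. With Benjamini-Hochberg adjustment over the 42, the smallest adjusted p was 0.731, so no pathway passed the correction. The smallest possible p in these permutation tests ran from 0.00309 in the T61I thalamus to 0.0556 in the KO cohort. No single score could therefore have passed the correction alone, and its failure says little. In the SN and VTA, only complex I in the VTA of T61I sections had an exact permutation p under 0.05, and no score of the KO cohort could. In the sections labelled KO, complex IV changed by 0.0157 in the SN and 0.00760 in the VTA, complex V by −0.022 and 0.031, and complex II by −0.016 and −0.095 (exact permutation tests, p between 0.389 and 0.944). In the T61I sections, complex IV changed by −0.066 and complex V by −0.064 in the VTA, each lower in 3 of 3 capture areas (exact permutation tests, p = 0.111 for both). Both falls were close in size to that of complex I there, −0.067. They were larger than the SDs within capture areas, 0.048 in WT and 0.046 in T61I sections for complex IV and 0.040 in both for complex V. A fall confined to complexes I and III was therefore not shown. In the SN of T61I sections, complexes IV and V changed by 0.018 and −0.0078 (p = 0.634 and 0.801 by the same permutation test). PPP changed by −0.11 in the SN and 0.034 in the VTA of T61I sections, complex II by −0.024 and −0.025, and the integrated stress response by 0.063 and 0.00017 (exact permutation tests, p between 0.306 and 1).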

The glycolytic pathway was down-regulated in the VTA of CHCHD2 KO mice, while unaffected in CHCHD2 T61I mice (fig. S5E). In contrast, expression level of nearly every component in complexes I and III was decreased in the VTA of CHCHD2 T61I mice, but only subtly changed in the KO mice (fig. S5, F and G).

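The glycolysis score of the VTA was 1.69 ± 0.078 (SD, n = 4) in the WT sections of the KO cohort and 1.46 ± 0.11 (SD, n = 4) in the sections labelled KO, a change of −0.24 on the log2 scale. The exact two-sided permutation test gave p = 0.0556, the smallest that 2 capture areas of 2 against 2 sections allow. The score was lower in both capture areas, with changes of −0.14 on slide 1 and −0.34 on slide 2, and 14 of the 15 genes were lower (exact permutation test of the count, one-sided p = 0.0833). The largest fall was that of *Ldha*, −0.63, and *Pgk1* was the gene with the largest rise, 0.0084. The WT sections on slide 1 had as few as 3 spots. With the labels permuted over all 8 sections without regard to the capture area, the exact permutation p was 0.0286, and limma's fry set test gave p = 0.0243. With all dopaminergic spots of a section pooled, an alternative added after the data were seen, the change moved most, to −0.14 (exact permutation test, p = 0.167). In the SN of the same cohort, glycolysis changed by 0.029 (exact permutation test, p = 0.611). In the T61I sections it changed by 0.023 in the VTA (5 of 16 genes lower, exact permutation test, p = 0.75) and by −0.0036 in the SN (10 of 16 genes lower, exact permutation test, p = 0.907), within the spread between sections.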

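In the VTA of the T61I cohort, the complex I score was 2.88 ± 0.266 (SD, n = 5) in WT and 2.81 ± 0.261 (SD, n = 5) in T61I sections. Most of that spread lies between capture areas, and within them the SD was 0.023 in WT and 0.011 in T61I sections. The change was −0.067 (exact two-sided permutation test, p = 0.0278, the smallest possible here; adjusted p = 0.731 over 42 pathway scores), and it was negative in 3 of 3 capture areas. Of the 43 complex I genes measured, 34 were lower in T61I sections and 9 were higher (exact permutation test of the count, one-sided p = 0.0139). They ranged from *Ndufa9*, −0.24, to the mitochondrially encoded *mt-Nd4l*, 0.27. The complex III score was 3.18 ± 0.282 (SD, n = 5) in WT and 3.11 ± 0.209 (SD, n = 5) in T61I sections, a change of −0.075 with 8 of 10 genes lower (exact permutation tests, p = 0.0556 for the score and, one-sided, 0.208 for the count). Its genes ranged from *Uqcrq*, −0.22, to *mt-Cytb*, 0.099. With the nuclear-encoded genes alone the complex III change was −0.094 (exact permutation test, p = 0.0278), and without well B1 it was −0.032 with 6 of 10 genes lower (exact permutation test of the score, p = 0.111). The complex I result depended on the comparison within capture areas. With labels permuted over all sections it had an exact permutation p of 0.675. With all dopaminergic spots of a section pooled, over 16 sections, the change was 0.00062 (exact permutation test, p = 0.969). VTA spots were 84 of the 400 pooled WT spots and 95 of the 389 pooled T61I spots, so that value describes mostly other spots. In the SN of T61I sections, complex I changed by 0.021 with 20 of 43 genes lower, and complex III by −0.0030 with 5 of 10 lower (exact permutation tests of the scores, p = 0.472 and 0.875). Without well A1, these SN changes were −0.00099 and −0.023 (exact permutation tests of the scores, p = 0.972 and 0.0556). In the sections labelled KO, complex I changed by 0.15 in the VTA with 14 of 43 genes lower (exact permutation test, p = 0.111) and by −0.039 in the SN with 27 of 43 lower (p = 0.444, permutation test). Complex III changed there by 0.084 and 0.15 (exact permutation tests, p = 0.889 and 0.389). Without the WT section FWT624, which rests on 3 VTA spots, the VTA changes of this cohort were 0.052 for complex I and −0.043 for complex III.

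**Figure D2:**
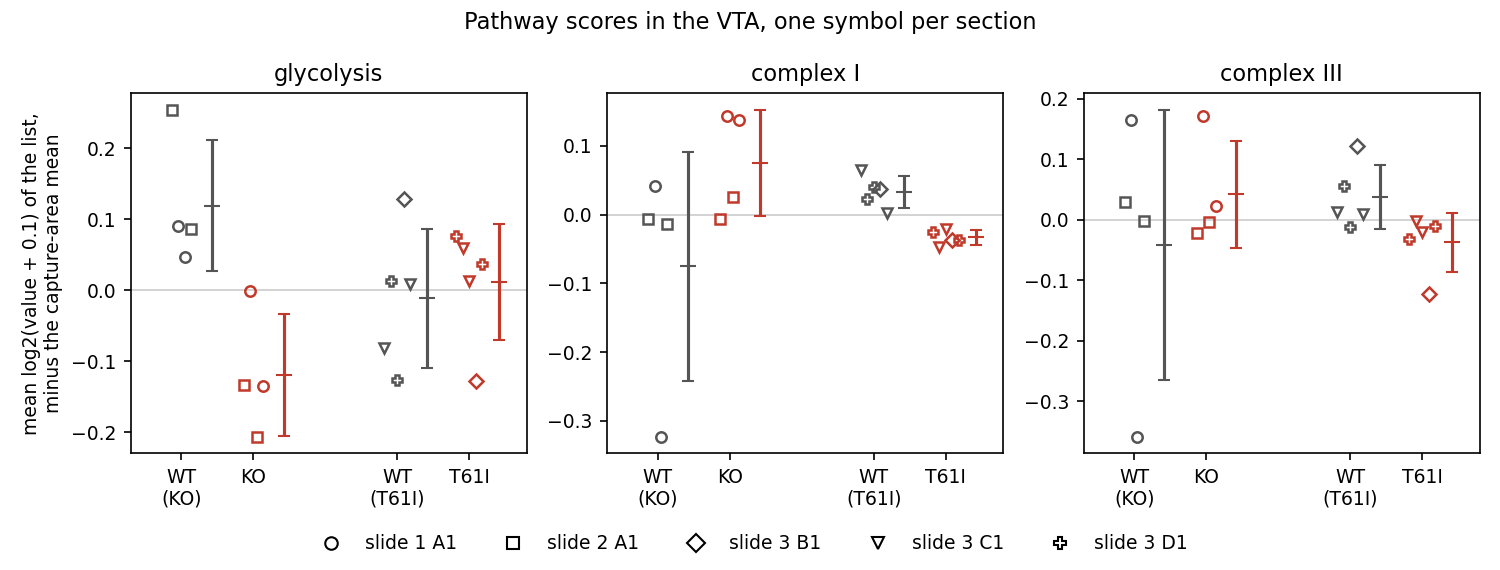
Pathway scores of the VTA for glycolysis, complex I and complex III, as the mean of log2(value + 0.1) over the genes of each list minus the mean of the section's capture area. Each symbol is one section, its shape gives the capture area, and the bars beside the symbols give the mean and SD of 4 sections per group in the KO cohort and 5 in the T61I cohort. All 5 T61I sections lie below all 5 of their WT sections for complex I, with a change of −0.067, and one WT section of the KO cohort lies at −0.32.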

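All genes were compared between genotypes with limma on log2(value + 0.1), with the capture area as a block, in each cohort and region. Genes with a mean of at least 0.1 and values in at least 2 sections of each genotype were tested, and a Benjamini-Hochberg adjusted p under 0.05 was the threshold. In the sections labelled KO, none of 7537 genes in the SN and none of 7571 in the VTA passed, and 346 and 332 genes had an unadjusted p under 0.05, close to the 377 and 379 that chance gives. The smallest p belonged to *Rpl39* in the SN (log2 change 0.82, standard error 0.160, limma adjusted p = 0.495) and to *Rps26* in the VTA (0.67, standard error 0.122, limma adjusted p = 0.908), neither past the threshold. In the T61I sections, 2 of 9027 genes passed in the SN and 2 of 9151 in the VTA, with 415 and 565 genes at an unadjusted p under 0.05. *Zfand6* (ENSMUSG00000030629) was lower in both regions, *C1qa* (ENSMUSG00000036887) was higher in the SN, and the hemoglobin gene *Hbb-bs* (ENSMUSG00000052305) was higher in the VTA. The log2 change of *C1qa* was 0.66 (standard error 0.110, limma adjusted p = 0.0114), higher in 4 of 4 capture areas, and that of *Hbb-bs* was 1.40 (standard error 0.232, limma adjusted p = 0.00184), higher in 3 of 3. Without well C1 no gene was called in either region, and without well D1 *C1qa* was not called in the SN. The exact permutation test of *Hbb-bs* alone gave p = 0.139. On simulated sections with 2- to 4-fold changes, the same procedure recovered 67.6% of 188 changed genes in the T61I SN, 60.0% of 185 in the T61I VTA and 10.1% of 169 in the KO VTA, so a limma count of 0 in the KO VTA leaves most changes of that size undetected. On 1866 genes listed in every capture area, edgeR recovered 69.8% of 53 simulated changes in the KO VTA, and it called 0 genes in the real data of that region but 4 in the KO SN. With arrayWeights, limma called 4 genes in the KO SN and 6 in the KO VTA.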

We then performed untargeted analyses to identify individual hits and pathways in these mice. The top 20% of altered genes in either the SN or VTA of the CHCHD2 T61I mice were carefully reviewed (fig. S6A). 

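Scored as in the study, a gene was a hit if its two-sample test gave a p under 0.05 and if it was within the 20% of such genes with the largest absolute fold change score (FCS) and also within the 20% with the largest absolute signal-to-noise score (SNS). In the SN, 153 of 9027 genes of the T61I cohort had a p under 0.05, against 451 by chance, and 15 were hits, 9 higher and 6 lower in T61I sections. In the VTA, 215 of 9151 genes had a p under 0.05, against 458 by chance, and 23 were hits, 16 higher and 7 lower. Together these were 38 genes, and the 2 regions shared 0. As many hits as observed arose in 57 of 100 relabellings of the sections in the SN and in 26 of 100 in the VTA. The study's statistics section describes the 20% as a share of the genes found changed by its test, which is the reading used here, and its description of the scores gives no base for it. The study's text names no filter on low values, so the mean of at least 0.1 was a choice made here. Taken of all genes tested, the hits were 153 in the SN and 213 in the VTA, 361 in all, and 5 genes (*Crebzf*, *Isy1*, *Rbl2*, *Zfand6* and *Zfp422*) were hits in both regions.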

Unexpectedly, none of these genes was within the top 20% of CHCHD2 KO hits (either SN or VTA), or vice versa (fig. S6B). This suggests that T61I CHCHD2 affects distinct cellular mechanisms from CHCHD2 KO. 

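The same scoring gave 30 hits in the SN of the sections labelled KO, 1 higher and 29 lower, and 30 in the VTA, 2 higher and 28 lower, 60 genes in all. Many of the SN hits had the same WT mean, 0.242 normalized UMIs per spot, which points to few UMIs behind them. Without one of the slide 1 sections, 4 to 10 hits remained in the SN and 8 to 15 in the VTA. Genes listed only on slide 1 are then not tested, so the direction of these hits rests largely on that slide. The 38 hits of the T61I cohort and the 60 of the KO cohort shared 0 genes. With genotype labels exchanged within capture areas, 0 was also the median number of shared hits over 100 relabellings, and 2 was the highest. Genes at 0 in every section of one genotype have no finite FCS, and they were left unranked. This rule was set after the data were seen, since 89 genes in the SN and 150 in the VTA of the KO cohort with a p under 0.05 were of this kind. With those genes ranked first, the KO hits were 54 and 58, and 1 gene, *Phip*, was shared with the T61I hits. With the 20% taken of all genes tested, 13 genes were shared by the 2 lines. The comparison between lines covers only genes tested in both cohorts.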

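The difference between the lines was also tested directly on the pathway scores, as the T61I change minus the change in the sections labelled KO, with 100000 relabellings within capture areas. In the VTA it was −0.22 for complex I (permutation test, p = 0.00154; adjusted p = 0.00924 over 6 such differences), 0.26 for glycolysis (permutation p = 0.0479, adjusted p = 0.144) and −0.16 for complex III (permutation p = 0.255). In the SN the differences were 0.060, −0.032 and −0.15 for complex I, glycolysis and complex III (permutation tests, p = 0.329, 0.631 and 0.333). With labels permuted over all sections of a cohort, complex I and glycolysis in the VTA had permutation p-values of 0.256 and 0.258. Each section of the KO cohort and each T61I capture area was then left out in turn, an alternative added after the data were seen. Without FWT624 the complex I difference in the VTA was −0.12 (permutation p = 0.00151), and it did not pass without MKO625 or FKO660 (−0.19 for both; permutation p = 0.0667 and 0.0689). The glycolysis difference in the VTA passed only without FKO660 (0.31, permutation p = 0.0436) or well B1 (0.33, permutation p = 0.00136). The cohorts also differ in age, slide and depth, so a difference between the lines is at the same time a difference between those. From the absence of shared hits, the paper proposes that T61I CHCHD2 acts on other cellular mechanisms than the loss of CHCHD2.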

Among genes with the most pronounced changes in CHCHD2 T61I mice (fig. S6A), we identified three shared hits in both the SN and VTA: *Zfand6*, *Lrmda*, and *Apobec1* (fig. S6C). 

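*Zfand6* was measured in wells B1 and C1, since the tables of the other 2 wells do not list it. In the SN its value was 0.478 ± 0.0962 normalized UMIs per spot (SD, n = 3) in WT and 0.0157 ± 0.0273 (SD, n = 3) in T61I sections, from 60 and 3 UMIs, which is 4.32% of the UMIs expected at the WT rate. In the VTA it was 0.494 ± 0.238 (SD, n = 3) and 0.0308 ± 0.0300 (SD, n = 3), from 28 and 3 UMIs. The log2 change was −2.33 in the SN (standard error 0.276, limma adjusted p = 6.14e-04) and −2.14 in the VTA (standard error 0.394, limma adjusted p = 0.00916), lower in 2 of 2 capture areas in both regions. Without well B1 the VTA change was −1.65 and did not pass the threshold (limma adjusted p = 0.255, in a range of 7.96e-04 to 0.764 over the limma alternatives). With 3 sections against 3 in 2 capture areas, the exact permutation test cannot go below p = 0.167, which it gave in both regions. In the study's scoring, *Zfand6* was a hit in the SN (FCS −14.2, SNS −10.8) but not in the VTA (FCS −6.19, SNS −2.68). *Lrmda* (ENSMUSG00000063458) had values of 0.186 ± 0.0379 in WT and 0.0487 ± 0.0477 in T61I sections of the SN (SD, n = 3 each), from 22 and 6 UMIs, with a log2 change of −0.98 (standard error 0.302, limma adjusted p = 0.979). In the VTA it had 11 UMIs in WT and 1 in T61I sections and a mean below the filter. Without that filter it was a hit in the VTA. *Apobec1* (ENSMUSG00000040613) was near the limit of detection, with 1 UMI in WT and 6 in T61I sections of the SN, 1 and 3 in the VTA, and a mean below the filter in both, and no scoring alternative called it. A difference in *Apobec1* was not detectable at this depth (exact permutation tests, p = 0.333 in the SN and 0.5 in the VTA).

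**Figure D3:**
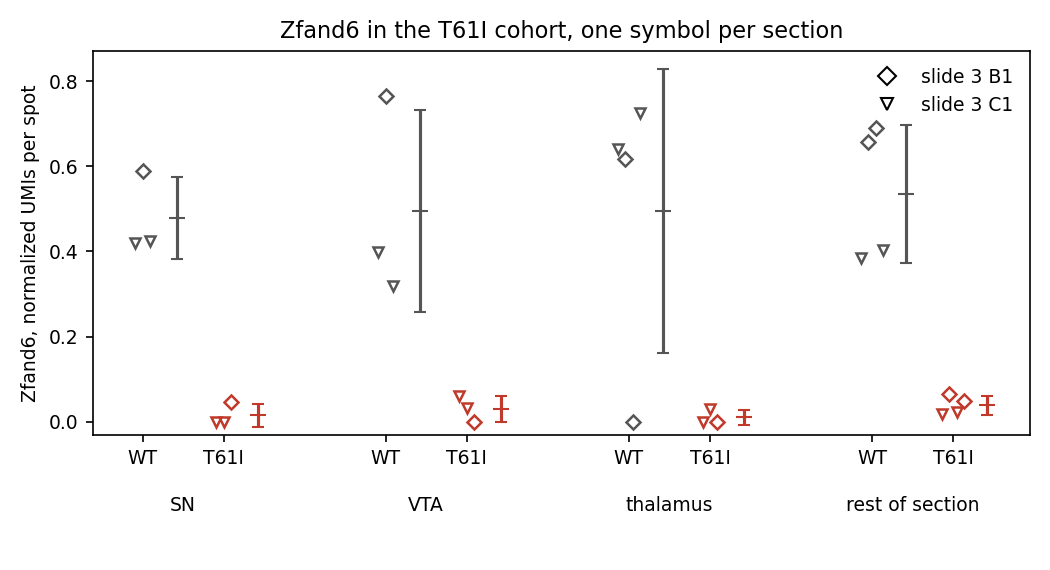
*Zfand6* in the T61I cohort, in normalized UMIs per spot, in the SN, VTA, thalamus and the rest of the section. Each symbol is one section, diamonds for well B1 and triangles for well C1 of slide 3, and the bars beside the symbols give the mean and SD. In the SN the WT sections average 0.478 and the T61I sections 0.0157, and the groups are apart in the VTA and in the rest of the section as well, while one WT section has no *Zfand6* UMI in the thalamus.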

Zfand6 (zinc finger AN1-type containing 6, also known as AWP1), is a key mediator of tumor necrosis factor–α signaling and negatively regulates nuclear factor κB (*55*–*57*). It was also recently reported to help maintain mitochondrial homeostasis by promoting mitophagy (*58*). Little is known about *Lrmda* (leucine-rich melanocyte differentiation associated, also known as C10orf11), but mutations in this gene cause oculocutaneous albinism (*59*). Apobec1 is a cytidine deaminase enzyme that edits transcripts in various tissues including macrophages and dendritic cells. Deletion of Apobec1 in microglia in mice can exacerbate age-related neurodegeneration (*60*). These genes did not show similar trends in the CHCHD2 KO mice versus their littermate controls. However, the potential roles of these genes in mediating CHCHD2 T61I pathophysiology remain to be determined. In addition, we also performed pathway analysis on the CHCHD2 T61I mice using the gene set enrichment analysis (GSEA) tool, but none passed the false discovery threshold of 0.25.

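In the KO cohort the 3 genes were listed only on slide 1, so each comparison rests on 2 WT sections and 2 sections labelled KO, and the exact permutation test cannot go below p = 0.333. *Zfand6* was 0.288 ± 0.408 in WT sections and 0.341 ± 0.00602 in sections labelled KO in the SN (SD, n = 2 each), from 5 and 16 UMIs, and 0.247 ± 0.153 and 0.396 ± 0.128 in the VTA (SD, n = 2 each), from 2 and 31 UMIs (exact permutation tests, p = 1 and 0.667). *Lrmda* had 0 UMIs in WT sections and 3 in sections labelled KO in the SN, and 1 and 3 in the VTA. *Apobec1* had 1 and 1 in the SN and 0 and 1 in the VTA. For *Lrmda* and *Apobec1*, these counts cannot show a change in either direction.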

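The pathway lists were tested in the T61I cohort with limma's fry, a rotation test of gene sets with the capture area as a block, over 8 lists in the SN and 8 in the VTA. Complex I was lower in the VTA (limma fry adjusted p = 0.0448 over the 16 tests) and was the 1 list under an adjusted p of 0.25, the threshold the study set for its enrichment analysis. Next was complex V in the VTA, with a limma fry adjusted p of 0.295, followed by complex III in the VTA with 0.370. Adjusted over the lists of the VTA alone, marker lists included, complex V had 0.221, under that threshold, and complex III 0.278. All lists of the SN had an adjusted p of 0.853 or more. These lists were chosen for this question, and the sets behind the study's own enrichment analysis were not used here. Fry is also another test than that analysis, so passing 0.25 here does not go against the study's result. In the permutation test of section scores, complex I in the VTA had an adjusted p of 0.731.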

### Spatial transcriptomics reveals similar changes in patients with PD

To assess whether gene expression changes in the SN and VTA of CHCHD2 T61I mice are replicated in the SNc in sporadic PD, we examined the expression levels of DEGs (differentially expressed genes) in ILB cases versus healthy controls (fig. S7). Because the demarcating disks used in our mouse analysis included both DA neurons and surrounding cells due to the limited resolution of Visium, we performed whole tissue analysis in the human samples without TH^+^ masking. Of the 17 DEGs, only 8 were within our GeoMx human dataset assessing gene expression within SNV TH^+^ cells. Notably, seven of these genes exhibited changes in the same direction as observed in the mouse model, and one (*Cox6a2*) reached significance. These data support the idea that CHCHD2 T61I point mutation may lead to transcriptomic changes similar to those observed in sporadic PD, again supporting the possibility of shared pathophysiologic mechanisms between CHCHD2 T61I and sporadic PD.

### Mitochondrial protein-protein interactions are robustly altered in CHCHD2 T61I mice

While CHCHD2 mutations have been linked to mitochondrial abnormalities, their broader effects on protein assemblies have not been systematically characterized. To address this gap, we applied cofractionation coupled with mass spectrometry (CF-MS) to brains from 15-month-old CHCHD2 T61I HET, HOM, and KO mice. We analyzed 768 fractions across four genotypes (WT, HET, HOM, and KO) using size-exclusion HPLC followed by tandem MS on whole tissue lysates (WTL) and mitochondrial extracts (Fig. 6A). The size exclusion chromatography (SEC) elution profiles showed consistent molecular weights across fractions (fig. S8A). Hierarchical clustering of elution profiles from both WTL and mitochondrial extracts identified 9300 proteins from the mouse proteome in WTL and 297 of 1140 mouse MitoCarta-listed proteins in the mitochondrial extracts (Fig. 6B). This analysis revealed distinct coeluting protein assemblies specific to each extract. Notably, proteins involved in OXPHOS and associated with PD were detected only in mitochondrial extracts and not in WTL (fig. S8B).

**Fig. 6.**
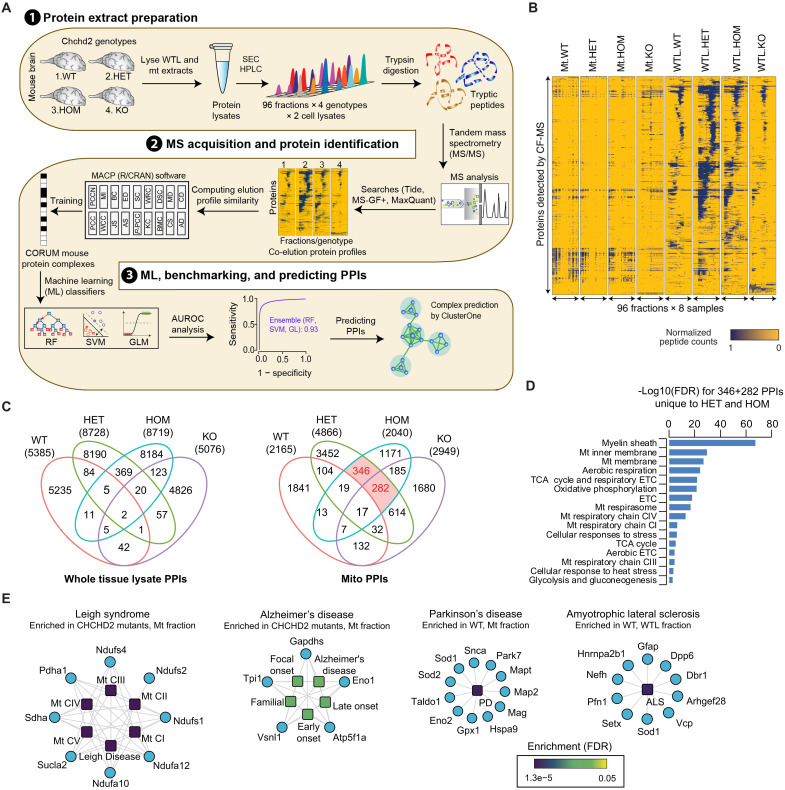
Cofractionation mass spectrometry analysis of protein assemblies across various CHCHD2 genotypes. (**A**) Biochemical fractionation of whole tissue lysates (WTL) and mitochondrial (Mt) lysates from mouse brain with varying *CHCHD2* genotypes was performed using size exclusion chromatography–high-performance liquid chromatography (SEC-HPLC). Protein fractions were subjected to tryptic digestion and analyzed by liquid chromatography with tandem mass spectrometry (LC-MS/MS) to measure peptide spectral counts. The schematic details the computational scoring pipeline from our previous work in Macromolecular Assemblies from Coelution Profiles (MACP). This pipeline includes calculating protein similarity (correlation) metrics for each CHCHD2 genotype, training integrative classifiers with machine learning using the CORUM mouse complex database as a training standard, and scoring cofractionation data to predict high-confidence interactions. These predicted interactions were clustered to define cocomplex membership by the ClusterONE clustering method and analyzed for pathobiological relevance. (**B**) Hierarchical clustering displaying changes in protein cofractionation intensity profiles between Mt. and WTL as measured by LC-MS/MS. (**C**) Venn diagram illustrating the distribution of mouse protein interactions within the Mt. and WTL across different *CHCHD2* genotypes. (**D**) Enrichment analysis of interacting proteins in Mt. mouse brain lysates from *CHCHD2* heterozygous (HET) and homozygous (HOM) samples [red highlights in (C)] involved in annotated metabolic processes. (**E**) Enrichment analysis (FDR ≤ 5 × 10^−2^) of protein assemblies exclusively in different genotypes, either present only in mutants but absent in WT, or vice versa. These assemblies are linked to diseases such as Leigh syndrome, Parkinson’s disease, amyotrophic lateral sclerosis, and Alzheimer’s disease.

Using our recently developed R/CRAN software (*61*), Macromolecular Assemblies from Coelution Profiles (MACP), we calculated correlation scores for each cofractionation experiment. MS2 spectral count profiles across all fractions were generated for each genotype and tissue extract, using three search engines (Tide, MSGF+, and MaxQuant) and compared across 18 elution profile similarity metrics (Fig. 6A). The correlation scores were integrated and tested with multiple machine learning classifiers—random forest, generalized linear model, and support vector machine—and an ensemble model combining all three, to predict protein-protein interactions (PPIs) by fivefold cross-validation against Comprehensive Resource of Mammalian protein complexes (CORUM) mouse protein complexes. The ensemble model showed superior sensitivity over individual models, identifying more CORUM protein pairs without compromising specificity (fig. S8C). Using area under the receiver operating characteristic curve (auROC)-based thresholds (0.79 to 0.94 for WTL and 0.75 to 0.84 for mitochondrial fractions) and filtering out biologically implausible links (i.e., outer membrane–matrix, intermembrane space–matrix), MACP identified 5076 to 8728 PPIs from WTL and 2040 to 4866 from mitochondrial fractions, involving 668 to 1356 and 455 to 818 proteins, respectively (Fig. 6C and fig. S8D). Gene Ontology biological function analysis of the mitochondrial fraction from CHCHD2 mutant–specific intersections (Fig. 6C) showed significant enrichment [false discovery rate (FDR) = 5.0 × 10^−2^] for metabolic processes, including mitochondrial respiration and glycolysis (Fig. 6D). Protein assemblies unique to specific genotypes—present in mutants but absent in WT, or vice versa—were also significantly enriched (FDR ≤ 5 × 10^−2^) for pathways associated with Leigh syndrome, PD, amyotrophic lateral sclerosis (ALS), and Alzheimer’s disease (Fig. 6E).

Following the establishment of the PPI network for each genotype, the ClusterONE (Clustering with Overlapping Neighborhood Expansion) algorithm was used to divide these networks into numerous distinct protein complexes within the mouse brain’s WTL and mitochondrial lysates. The components of these predicted complexes for each genotype were then consolidated into a gene set. This gene set was compared against the coelution profiles to pinpoint differential complexes that showed enrichment in the CHCHD2 mutants or in WT (Fig. 7, A and C). We identified several previously unreported alterations in PPIs, which were shifted either in the same direction or in opposite directions across point mutant and KO genotypes. Changes in the same direction (clusters 1, 5, and 6, mitochondrial fraction) indicate that the T61I mutation exerts impacts similar to the deletion of CHCHD2, implying loss of function. Conversely, changes in the opposite direction (clusters 3 and 4, mitochondrial fraction) reveal additional, previously unrecognized effects of the mutation, supporting a gain of function. Within these complexes, we observed previously undescribed decreases in interactions with glycolytic enzymes (cluster 1) and increases in ribosomal (cluster 2) and proteasomal (cluster 3) interactions in WTL of both CHCHD2 T61I and KO mice (Fig. 7B). Notably, we also identified a significant increase in respiratory chain component interactions in the mitochondrial fraction of both T61I and KO mice (Fig. 7D), underscoring the essential role of CHCHD2 in maintaining respiratory chain assembly. In addition, distinct patterns in T61I homozygous compared to T61I heterozygous and KO mice (cluster 2) highlighted Dnajc11, a cristae-structural protein not previously implicated in CHCHD2 biology, as a potential contributor to neurodegenerative disease. We further uncovered previously unrecognized associations between mutant CHCHD2 and neurodegenerative disease-related genes. These included DJ-1 (Park7) in cluster 3 (Fig. 7D) and cluster 4 (fig. S8E), which causes an autosomal recessive form of PD when mutated. Additional links were observed with Chrnb4 in cluster 3 and Cldn17 in cluster 4, both implicated in frontotemporal dementia (FTD), Nefh in cluster 5, associated with ALS, and Vdac2 in cluster 6, associated with Alzheimer’s disease (fig. S8E).

**Fig. 7.**
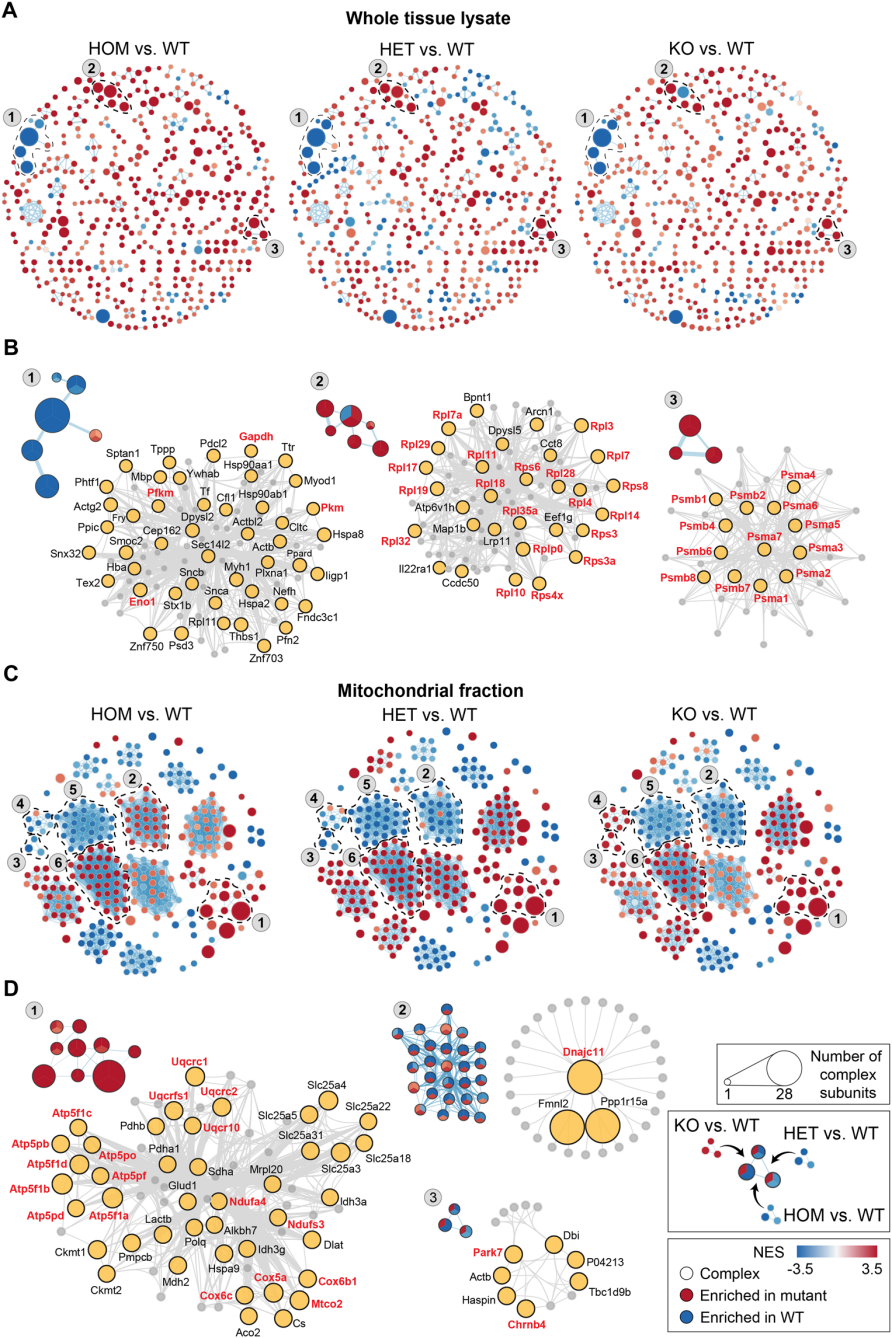
Differential analysis of predicted protein complexes in mouse brain WTL and Mt. lysates across different CHCHD2 genotypes. (**A** and **C**) Complexes in WTLs (A) and Mt. lysates (C) exhibit differential enrichment between CHCHD2 mutants and WT. (**B** and **D**) Displays of representative complexes (indicated by dotted outlines with labels) showing increased interactions in WTLs (B) and Mt. lysates (D) of either CHCHD2 mutants or WT. The left panels in (B) and (D) show the proportion of interactions within each node, detected across various *CHCHD2* genotypes or WT, with node size representing the number of interacting proteins predicted in each complex. The right panels in (B) and (D) provide detailed views of the physically associated proteins within each cluster, with proteins of interest highlighted in red, which are further discussed in the main text.

To validate these altered PPIs, we performed coimmunoprecipitation on 11 selected pairs relevant to mitochondrial metabolism or neurodegeneration. The T61I mutation markedly increased interactions among mitochondrial proteins (fig. S8F) but reduced the interaction between DJ-1 and Chrnb4, which was significantly enriched in CHCHD2 KO (fig. S8G). Together, these results demonstrate substantial disruptions in cellular metabolism caused by CHCHD2 dysfunction and point to previously unidentified links between mitochondrial defects and neurodegeneration.

### CHCHD2 T61I mutation may integrate nonrespiratory chain proteins into supercomplexes

We next investigated how altered mitochondrial PPIs might affect the respiratory chain in the T61I mice by performing blue native PAGE to assess supercomplex assembly at 11 months (fig. S9). While Coomassie blue staining revealed increased supercomplex levels in the mutant mice, a parallel Western blot experiment probing for OXPHOS showed no difference. This discrepancy suggests that the T61I mutation may incorporate proteins beyond the core respiratory chain components into the supercomplexes, in concordance with proteomics profiling.

### CHCHD2 T61I mice have normal complex I activity but progressively elevated reactive oxygen species levels

As both spatial transcriptomics and proteomics data suggest a disruption in respiratory chain complex I components, we tested complex I activity by measuring NADH (reduced form of nicotinamide adenine dinucleotide) consumption in isolated brain mitochondria over a 45-min period (Fig. 8A). Mitochondria from 5-month-old female T61I homozygous mice exhibited a slight increase in complex I activity compared to WT mice, with no difference at 11 months. This suggests that respiratory disruption does not result from a specific block at complex I and may instead reflect reduced efficiency across multiple steps in the pathway. Alternatively, respiratory dysfunction may result from dysfunction of mitochondria in specific subpopulations of cells.

**Fig. 8.**
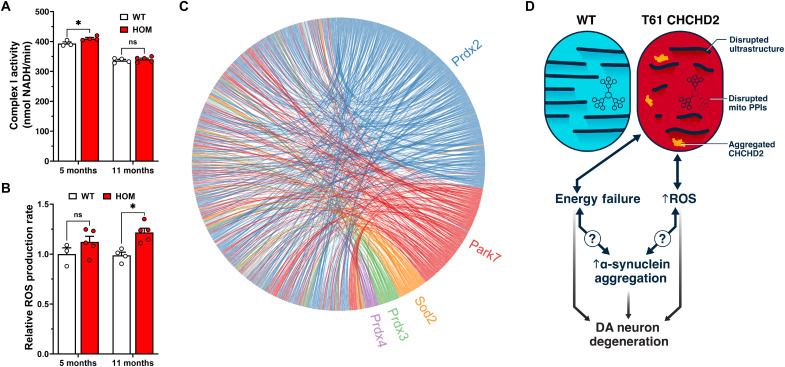
Isolated brain mitochondria show normal complex I activity but progressively rising ROS levels. (**A**) Activity of complex I isolated from brain was slightly increased in T61I HOM mice at 5 months but unchanged from WT at 11 months. (**B**) ROS (H_2_O_2_) levels from brain showed progressive increase in T61I HOM mice from 5 to 11 months. In (A) and (B), *n* = 3 WT and 4 HOM mice at 5 months and 4 WT and 5 HOM mice at 11 months. Data represent mean ± SEM. *P < 0.05 by two-way ANOVA with Sidak’s post hoc test. (**C**) Circos plot showed PPIs with ROS-associated proteins present in the mitochondrial fraction in WT but lost (below threshold) in T61I mutants. Each line represents a PPI between two proteins. Interactions with Prdx2 in blue, Park7 in red, Sod2 in orange, Prdx3 in green, and Prdx4 in purple. (**D**) Proposed pathological model. The T61I mutation leads to CHCHD2 insolubility, likely due to a toxic gain of function, resulting in protein aggregation primarily within mitochondria in SN DA neurons. This mutation also elevates both the total level and phosphorylation of α-synuclein, potentially as a direct consequence or secondary effect of the T61I mutation. Energy failure caused by mitochondrial dysfunction and ROS is proposed to be a key contributor to DA neuron dysfunction and degeneration.

In addition to generating ATP, mitochondria are a major source of reactive oxygen species (ROS), and CHCHD2 mutation has been shown to increase oxidative stress in *Drosophila* (*62*) and cultured cells (*43*). To assess mitochondrial ROS in CHCHD2 T61I KI mouse brain, we measured hydrogen peroxide (H_2_O_2_) levels using the Amplex Red assay in isolated brain mitochondria. H_2_O_2_ levels progressively increased between 5 and 11 months of age (Fig. 8B). While no difference was observed at 5 months, T61I homozygous mice showed a significant elevation by 11 months. As this rise in oxidative stress occurs before detectable changes in striatal DA levels or pS129, it may be a key driver of subsequent α-synuclein aggregation and disease progression.

To gain insight into potential mechanisms underlying the increase in ROS, we examined PPIs involving ROS-associated proteins. Notably, all 501 PPIs detected in the mitochondrial fraction of WT mice were lost in T61I mutants, involving 333 proteins. Nearly all of these missing interactions involved PD-associated proteins, including Prdx2 (56.3%), Park7 that encodes DJ-1 (27.5%), Sod2 (6.19%), Prdx3 (5.59%), and Prdx4 (3.59%) (Fig. 8C) (*63*–*70*). This previously unreported collapse of ROS-regulatory interactions reveals a unique disruption of the oxidative stress response network in CHCHD1 T61I mutant mice—an effect not described in prior CHCHD2 models and potentially central to disease pathogenesis.

## DISCUSSION

Our understanding about how mitochondrial dysfunction can cause PD is limited by the lack of robust phenotype in mitochondria-based monogenic mouse models of PD, including Parkin KO, PINK1 KO, and DJ-1 KO (*71*). This may not be unusual given that the mean life span of mice is 26 to 30 months (*72*), while Parkin-, PINK1-, and DJ-1–based PD usually begins after age 20 (*73*). However, both Parkin and PINK1 PD have been reported in patients aged 5 or younger (*74*, *75*), suggesting that other fundamental differences between mice and humans may also contribute to the lack of robust phenotype.

In contrast, even though most patients with T61I CHCHD2-associated PD to date have not presented until their 50s (*28*), and idiopathic PD typically starts after age 50 (*76*), T61I CHCHD2 mice develop profound CHCHD2 aggregation, resembling the aggregation reported in a patient with CHCHD2 PD (*29*). CHCHD2 aggregates were reported to have decreased colocalization with a mitochondrial marker (ATP5A), and hence were interpreted as accumulating in the cytosol, although the percent localizing to the cytosol was not quantified (*29*). Another study also observed decreased colocalization of T61I CHCHD2 with mitochondria in cell lines (*35*). In contrast, in our mouse model, we observe near-complete colocalization of CHCHD2 aggregates with mitochondria, perhaps suggesting that the aggregates first start in the mitochondria, but then a fraction escape to the cytosol. Alternatively, undefined technical or species differences may underlie this discrepancy. We propose that the accumulation of CHCHD2 aggregates leads to the disruption of mitochondrial ultrastructure and mitochondrial PPIs, ultimately leading to mitochondrial dysfunction and a consequent metabolic shift that may be common features by which mitochondrial dysfunction causes different subtypes of both genetic and sporadic PD. In addition to compromising energy metabolism, T61I CHCHD2-induced mitochondrial dysfunction also leads to increased mitochondrial ROS, which may drive the accumulation of aggregated phosphorylated synuclein in midbrain DA neurons, mimicking changes that occur in both CHCHD2-PD (*29*) and idiopathic PD.

### CHCHD2 T61I mouse models have variable phenotypes

Two other CHCHD2 T61I knock-in mouse models have been reported recently, producing somewhat divergent results from ours. The T61I knock-in mouse reported by Torii *et al*. (*35*) demonstrated subtle impairments on rotarod in a very small cohort, and decreased TH fluorescence signal in the SN at 30 weeks, although the study did not directly assess DA neuron degeneration (*35*). In contrast, the other T61I CHCHD2 mouse reported by Fan *et al*. exhibited decreased body weight from 44 weeks, accompanied by a substantial decrease in mouse survival starting at 25 weeks, suggesting undetermined fundamental differences in these mice from our model. The weight loss and decreased mouse survival were accompanied by a roughly one-third decrease in the number of TH-positive neurons in the SN but not VTA at 11 months, although stereology was not used (*36*). Notably, cell loss was not confirmed with another marker, raising the possibility that the decrease in TH neurons reflected down-regulation of TH expression rather than cell death. A substantial loss of TH neurons would be unexpected given the subtle decrease in striatal TH optical density, which suggests little if any loss of terminals (*36*), and would contrast with prior mitochondrial-based models targeting DA neurons where axonal loss precedes neuronal death (*52*). Notably, a third study involving transgenic overexpression of human T61I CHCHD2 in a CHCHD2 WT mouse using a prion promoter (*37*) also reported a substantial decrease in TH cell counts in the SN, with no change in the VTA, as assessed by immunofluorescence, and a subtle decrease in striatal TH intensity. The implications of these findings are difficult to assess, given the potential interactions between exogenous human and endogenous mouse CHCHD2, or the nonphysiological expression pattern driven by the prion promoter. Moreover, methodological details of the quantification were not provided, and it is again unclear whether the observed effects reflect true dopaminergic neuron loss or down-regulation of TH expression.

### Mutant CHCHD2 disrupts mitochondrial respiration and increases ROS

CHCHD2 localizes to the intermembrane space where it associates with the inner mitochondrial membrane (*31*). CHCHD2 and its binding partner CHCHD10 have been shown to support mitochondrial respiration and mediate integrated stress response in different models (*30*–*32*, *77*, *78*). Here, we show that T61I CHCHD2 promotes the preferential accumulation of aggregated CHCHD2 in the mitochondria of DA neurons, and also disrupts their mitochondrial ultrastructure. We hypothesize that this intramitochondrial accumulation of aggregated protein promotes neurodegeneration by both disrupting mitochondrial energy metabolism and increasing mitochondrial ROS production.

Multiple lines of evidence from our mouse model support a broad disruption in mitochondrial energy metabolism. First, analysis of mitochondrial PPIs in brain lysates shows a broad disruption of interactions between respiratory chain proteins in the mouse brain. Second, spatial genomics reveals subtle but widespread decreases in the expression of mitochondrial complex I and III genes in midbrain DA neurons. 

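With all dopaminergic spots of a section pooled, an alternative added after the data were seen, the changes of complexes I and III were smaller than in the VTA. The pool also holds SN and other dopaminergic spots, so a smaller value there does not decide whether the VTA changed. In the 10 sections with VTA spots, the pooled spots gave −0.023 for complex I with 31 of 43 genes lower and −0.029 for complex III with 8 of 10 lower (exact permutation tests of the scores, p = 0.222 and 0.111). With the sections without VTA spots added, 8 WT and 8 T61I in all, complex III changed by −0.0054 with 5 of 10 genes lower and complex I had 23 of 43 genes lower (exact permutation tests of the scores, p = 0.806 and 0.969). The added sections include those of well A1, where FWT958 and MPM939 may be exchanged. In the thalamus, the study's control region, complex I changed by −0.14 and complex III by −0.16 in T61I sections (exact permutation tests, p = 0.122 and 0.230). The median change of all 9800 genes tested there was −0.13. It was −0.035 over genes with a mean of at least 0.5 and −0.066 over genes listed in every capture area, as the genes of the scores are. With sections of at least 5 spots it was −0.0072. On well B1, FWT956 and MPM937 rest on 1 thalamus spot each. These values changed with the capture area left out. Without well B1 the median was −0.013, complex I −0.16 and complex III −0.19, and without well D1 complex I was −0.042 and complex III −0.040 (exact permutation tests of the 4 scores, p = 0.130, 0.231, 0.472 and 0.639). Over the remaining spots of the section, complex I changed by −0.028 with 35 of 43 genes lower, and complex III by −0.037 with 8 of 10 lower (exact permutation tests of the scores, p = 0.167 and 0.0849). The change in the VTA minus that in the SN of the same sections was −0.066 for complex I and −0.052 for complex III (exact permutation tests, p = 0.111 and 0.361), so a difference between the 2 regions was not shown.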

Third, untargeted metabolomics reveal a total brain accumulation of both TCA and glycolytic metabolites consistent with mitochondrial dysfunction, with increased fractional labeling of glycolytic metabolites again consistent with a glycolytic shift secondary to a primary disruption of mitochondrial respiration. Fourth, whole mouse calorimetry studies reveal proportionally more reliance on carbohydrates relative to fat, also consistent with a deficit in aerobic respiration.

We hypothesize that the aggregation of CHCHD2 plays a causal role in the disruption of respiratory and other mitochondrial PPIs in CHCHD2 mutant mice. However, an alternate possibility is that a primary disruption of mitochondrial PPIs by T61I CHCHD2 leads directly to the disruption of energy metabolism, and the aggregation and accumulation of both T61ICHCHD2 and CHCHD10 are both secondary processes that do not influence the degeneration process, and may even protect against it.

Our metabolomics and whole-animal calorimetry data provide direct evidence of a mutant CHCHD2-induced metabolic shift toward glycolysis in a familial PD model. While a prior study using DA neuron transcriptomics and ex vivo ATP sensors reported a glycolytic shift in the context of a complex I deficiency model of PD (*52*), this study establishes that a similar metabolic shift occurs in a mouse model of familial PD. Our findings demonstrate that mutant CHCHD2, a cause of monogenic mitochondrial PD, drives a glycolytic shift, supporting the idea that this metabolic adaptation may be a shared feature across mitochondrial-associated PD subtypes. Mutant CHCHD2 also strongly decreased D2R-induced somatodendritic hyperpolarization in SNc dopamine neurons. Considering the recently described role of D2Rs in facilitating glycogen storage (*79*), this suggests an additional mechanism by which T61I CHCHD2 may alter glucose metabolism.

It is not yet understood how a glycolytic shift contributes to PD. It may serve as a compensatory mechanism, enabling DA neurons to sustain ATP production as respiratory chain function declines. However, this shift could also be maladaptive, potentially contributing to reciprocal inhibition of residual respiration (*80*, *81*), redox imbalance, aberrant glycosylation, and increased ROS production. Addressing these questions is critical, not only to understand disease pathophysiology, but also because the therapeutic implications differ—it is unclear whether bioenergetic-based therapies should aim to boost glycolysis, restore aerobic respiration, or both.

In addition to disrupting energy metabolism, mitochondrial dysfunction can also increase ROS, which has also been proposed to contribute to PD pathophysiology (*82*). Here, we show that mutant CHCHD2 also increases mitochondrial H_2_O_2_ in isolated brain mitochondria. Moreover, our proteomic analyses revealed robust changes in ROS-associated protein PPIs in the T61I mice, including several PD-associated proteins. In particular, multiple changes in the PD protein DJ-1 were observed, raising the possibility of a mechanistic connection between DJ1 and CHCHD2. DJ-1 was recently reported to directly bind to the CHCHD2 promoter and negatively regulate its expression (*83*). In addition, Kee *et al.* (*37*) also observed a decrease in DJ-1 solubility in the frontal cortex of CHCHD2 T61I mice by unbiased proteomics. CHCHD2 and DJ-1 can function in both the integrated stress response and mitochondrial homeostasis, particularly in response to oxidative stress (*84*–*87*) and may normally act together to maintain mitochondrial quality control. Further investigation is required to determine whether the T61I mutation induces mitochondrial oxidative stress through a DJ-1–dependent mechanism. In addition, both DJ-1 and CHCHD2 were found to interact with F1F0-ATPase. While WT CHCHD2 is suggested to promote F1F0-ATPase assembly, this function is lost with the T61I mutation (*88*). Similarly, DJ-1 directly binds to the β subunit of F1F0 ATPase, and mutation or deletion of DJ-1 increases mitochondrial uncoupling (*89*). Further research will be needed to understand the importance of the CHCHD2 interaction with DJ-1 to normal physiology and PD.

### CHCHD2 mutation causes progressive accumulation of aggregated α-synuclein

Mitochondrial dysfunction and elevated α-synuclein levels independently cause rare monogenic forms of PD and are key features of idiopathic PD, suggesting that either one can cause the other. Supporting this, exposure to the mitochondrial toxin rotenone—a known environmental risk factor for PD—induces ROS and phosphorylated α-synuclein in SH-SY5Y cells (*90*). We show that mutant CHCHD2 leads to an early increase in brain ROS, followed by the accumulation of aggregated α-synuclein, consistent with a model where oxidative stress drives synuclein pathology. Mitochondrial oxidative stress may promote both the aggregation and propagation of α-synuclein (*91*, *92*). Our finding that total body energy disruption also precedes synuclein accumulation raises the possibility that impaired energy metabolism may also independently contribute to aggregation. However, the relative contributions of ROS and energy failure remain difficult to disentangle (*93*).

Our findings in T61I mice, combined with the prominent α-synuclein aggregation observed in a T61I CHCHD2 patient and in T61I CHCHD2-patient-derived IPSCs (*29*), provide compelling evidence that a PD-causing mitochondrial mutation can cause α-synuclein aggregation. This is important in strengthening a causative link between mitochondrial dysfunction and typical later-onset PD, especially because the lack of Lewy pathology in most patients with Parkin-based PD has led many investigators to conclude that autosomal recessive forms of PD are distinct from sporadic PD.

### CHCHD2 accumulation: Driver of SN DA neuron vulnerability or protective mechanism?

Our model system also provides an opportunity to study selective vulnerability. We previously showed that midbrain DA neurons have elevated levels of CHCHD2 relative to several other neuron types (*33*), suggesting a potential mechanism for selective vulnerability. Here, we show that SNc DA neurons preferentially accumulate CHCHD2 aggregates versus VTA DA neurons. We also show that gene expression of CHCHD2 is elevated specifically in vulnerable DA neurons in the ventral tier of the SNc, relative to levels in the dorsal tier. In contrast, this difference was not detected in either presymptomatic cases with ILBs where there is no significant loss of DA neurons or in EPD, suggesting that it is unlikely to reflect the death of DA neurons with higher CHCHD2. Instead, it may reflect a down-regulation of CHCHD2 levels in DA neurons as the disease progresses, which could indicate that it normally protects or is toxic. However, we also observed that CHCHD2 is engulfed in early Lewy aggregates, presumably together with mitochondria (*94*), which are likely degraded as they are no longer evident in more mature Lewy bodies. How this process of mitochondrial degradation influences CHCHD2-specific and overall mitochondrial function is unknown.

In summary, our study positions CHCHD2 as a potentially critical link between primary mitochondrial dysfunction and core pathophysiological mechanisms underlying idiopathic PD, helping to bridge the gap between autosomal dominant and idiopathic forms of PD. Moreover, CHCHD2’s relationship to its binding partner CHCHD10 (*95*, *96*)—implicated in ALS, FTD, and myopathy—supports the hypothesis of shared molecular mechanisms across these disorders, as well as the potential for convergent therapeutic strategies.

## MATERIALS AND METHODS

### Animals

CHCHD2 p.T61I mice (RRID: MGI:7855967) were generated using EUCOMM’s conditional-ready embryonic stem (ES) cells. Two sgRNAs (5′-GCCTCTGAACCTGGCCCATTTGG-3′ and 5′-TCCTGAACCCTATTTAGTTTTGG-3′) respectively targeting immediate upstream of exon 2 and immediate downstream of exon 3 were used to remove the entire exons 2 and 3, and the point mutation was delivered by a donor vector via homologous recombination. ES cells were injected to blastocytes and transferred to recipient females. Mice were maintained on a C57Bl/6 background (The Jackson Laboratory; RRID: IMSR_JAX:000664).

Mice were group housed in a colony maintained with a standard 12-hour light/12-hour dark cycle and given food and water ad libitum. All animal experimental procedures were conducted according to the *Guide for the Care and Use of Laboratory Animals*, as adopted by the National Institutes of Health, and with approval of the University of California, San Francisco, Institutional Animal Care and Use Committee. Animal care and use in this research are covered under the UCSF “Assurance of Compliance with PHS Policy on Humane Care and Use of Laboratory Animals by Awardee Institutions” number A3400-01.

### qPCR genotyping

CHCHD2 p.T61I genotyping was done by qPCR followed by endpoint allelic discrimination. A product size of 322 bp was amplified using the forward primer (5′-TGAAGATGGCCCAGATCTG-3′) and the reverse primer (5′-CTGAAGCCCCCAGTGAT-3′). Allelic discrimination was done automatically by Applied Biosystem’s SDS 2.4 software using the WT probe (5′ JOE-TTAGATGGCTACCACCGCG-3′ Iowa Black) and the MT probe (5′ 6-FAM-TTAGATGGCGATCACCGCG-3′ Iowa Black). A detailed protocol can be found at dx.doi.org/10.17504/protocols.io.kxygxyejwl8j/v1.

### Behavioral testing

General locomotor activity was measured by the open field test using standard procedures (*97*). Mice were placed in the center of a clear acrylic chamber and allowed to explore freely for 15 min. Horizontal and vertical movements were detected using photobeams lining the perimeter of the chamber, and ambulatory and fine movements were separately recorded. Fine movements were defined as breaking the same two photobeams repeatedly, while ambulatory movements were defined as breaking three or more.

Muscle strength was measured by the inverted grid hang test. Each mouse was first placed with all four paws firmly grasping on a wire grid, which was then inverted so the mouse is hanging over a cage filled with bedding. The latency to fall was recorded, and the maximum latency is 180 s. Mice were tested for three trials with an interval of 1 hour between each trial.

Motor coordination was measured using a rotarod (Med Associates Inc.) as described previously (*98*). Fall from the rotating rod was automatically detected by infrared beams, and the maximum latency was 5 min. Five mice of the same gender were tested simultaneously in each trial. On the first day, mice were trained to run on a rotating rod at 16 rpm (training phase). Mice were tested on three trials with an intertrial interval between 15 and 20 min. On the second and third day of testing, mice were placed on the rod rotating at an accelerating speed from 4 to 40 rpm. The rotation speed increased by 7.2 rpm every 60 s. Mice were tested on two sessions of three trials with an intertrial interval between 15 and 20 min, and a 2-hour interval between the AM and PM sessions.

Anxiety-related locomotion was measured using an elevated plus maze (Kinder Scientific) consisting of two open arms and two closed arms elevated 63 cm above the floor. Mice were given at least 1 hour to acclimate to the testing room before freely exploring the maze for 10 min. The time, distance, and entries into the open and closed arms were calculated based on infrared photobeam breaks.

### Electrophysiology

Mice were deeply anesthetized with isoflurane and then decapitated. Horizontal brain slices (150 μm) were prepared using a vibratome (Campden Instruments 7000smz-2). Slices were prepared in ice-cold Ringer solution (119 mM NaCl, 2.5 mM KCl, 1.3 mM MgSO_4_, 1.0 mM NaH_2_PO_4_, 2.5 mM CaCl_2_, 26.2 mM NaHCO_3_, and 11 mM glucose saturated with 95% O_2_/5% CO_2_) and allowed to recover at 33°C for at least 1 hour. Slices were visualized under an Axio Examiner A1 equipped with Dodt and IR optics, using a Zeiss Axiocam 506 mono and Neurolucida (MBF Biosciences) software. Whole-cell recordings were made at 33°C using 4- to 5-megohm pipettes filled with 123 mM K-gluconate, 10 mM Hepes, 0.2 mM EGTA, 8 mM NaCl, 2 mM MgATP, 0.3 mM Na_3_GTP, and 0.1% biocytin (pH 7.2, osmolarity adjusted to 275 mOsm/liter). Recordings were made using Sutter IPA and SutterPatch software (Sutter Instruments), filtered at 5 kHz and collected at 10 kHz. For all current clamp experiments *I* = 0. Liquid junction potentials were not corrected during recordings. The reported firing rates are averages of the spontaneous firing rate over the first 2 min of whole-cell access. *I*_h_ magnitude was measured as the difference between the initial capacitive response to a voltage step from −60 to −120 mV and the final current during the same 800-ms step. Coefficient of variation was calculated over 100 interspike intervals to evaluate the regularity of firing. Input and series resistances were monitored with hyperpolarizing pulses (0.1 Hz) throughout each experiment. All neurons were filled with biocytin during recording, slices were fixed (4% formaldehyde for 2 hours), and then immunocytochemically processed for TH. Agonists, antagonists, salts, ATP, and GTP (guanosine triphosphate) were obtained from MilliporeSigma. Quinpirole effects were statistically evaluated in each neuron by binning data into 30-s data points and comparing the last eight baseline data points to the last eight data points during drug application. All but two neurons recorded in the current clamp were quiescent during quinpirole testing; the two firing neurons were excluded from the figure. Both were from WT mice, and in both cases, quinpirole decreased the spontaneous firing rate. The recorder was blind to genotype. A detailed protocol can be found at dx.doi.org/10.17504/protocols.io.261gedqn7v47/v1.

### Striatal catecholamine analysis

Mice were deeply anesthetized with avertin and perfused with cold phosphate-buffered saline (PBS). Brains were rapidly removed, flash frozen in a dry ice isopentane bath, and stored at −80°C before further processing. The striatal region was dissected from half of a brain cut in the sagittal plane and then trimmed precisely with a cryostat (CryoStar NX50). After the dorsal striatum was fully exposed, punches were made with a pipette tip precut into 1 mm in diameter, and then flash frozen and stored at −80°C. Catecholamine levels were measured by the Vanderbilt Neurochemistry Core by HPLC coupled to an electrochemical detector (*99*). A protocol can be found at dx.doi.org/10.17504/protocols.io.dm6gp97xdvzp/v1.

### Immunohistochemistry and immunofluorescence staining

Mice were deeply anesthetized with avertin and perfused with cold PBS followed by 4% paraformaldehyde (PFA). Brains were dissected out, postfixed in PFA overnight, and stored in 30% sucrose cryoprotectant at 4°C. Brains were cut in the coronal plane into 40-μm-thick sections with a sliding microtome (Leica SM2000R).

For immunofluorescence, brain sections were washed with PBS and transferred in blocking solution containing 0.2% Triton X-100 with 4% bovine serum albumin (BSA) for 1 hour. Sections were then incubated overnight at 4°C with the appropriate primary antibody (Table 1). Sections were then washed with PBS with 0.2% Triton X-100 and incubated for 2 hours at room temperature (RT) with the corresponding secondary antibodies. A detailed protocol for immunofluorescence can be found at dx.doi.org/10.17504/protocols.io.kxygx38owg8j/v1.

**Table 1.** Key resources. Summary of antibodies, critical reagents, experimental models, protocols, software, and scripts used in this study, including source and identifier information for reproducibility.

Materials	Source	Identifier
*Antibodies*		
ABC-HRP kit, peroxidase (Mouse IgG)	Vector Laboratories PK-6102	AB_2336821
ABC-HRP kit, peroxidase (Rabbit IgG)	Vector Laboratories PK-6101	AB_2336820
Aconitase 2 antibody	Proteintech 67509-1-Ig	AB_2882730
Alexa Fluor secondary antibody (Alexa 488 anti-mouse)	Invitrogen A11029	AB_2534088
Alexa Fluor secondary antibody (Alexa 488 anti-mouse)	Invitrogen A21131	AB_2535771
Alexa Fluor secondary antibody (Alexa 488 anti-mouse)	Invitrogen A21121	AB_2535764
Alexa Fluor secondary antibody (Alexa 488 anti-mouse)	Invitrogen A32723	AB_2633275
Alexa Fluor secondary antibody (Alexa 488 anti-rabbit)	Invitrogen A11008	AB_143165
Alexa Fluor secondary antibody (Alexa 555 anti-rabbit)	Invitrogen A32732	AB_2633281
Alexa Fluor secondary antibody (Alexa 568 anti-mouse)	Invitrogen A21124	AB_2535766
Alexa Fluor secondary antibody (Alexa 568 anti-mouse)	Invitrogen A21134	AB_2535773
Alexa Fluor secondary antibody (Alexa 594 anti-rabbit)	Invitrogen A11012	AB_2534079
Alexa Fluor secondary antibody (Alexa 647 anti-mouse)	Invitrogen A31571	AB_162542
Alexa Fluor secondary antibody (Alexa 647 anti-rabbit)	Invitrogen A31753	AB_2536183
Alexa Fluor secondary antibody (Alexa 647 anti-sheep)	Invitrogen A21448	AB_2535865
ATP5A1 antibody	Proteintech 66037-1-Ig	AB_11044196
ATP5C1 antibody	Proteintech 10910-1-AP	AB_2877740
ATPB antibody	Proteintech 17247-1-AP	AB_2061878
CHCHD10 antibody	Proteintech 25671-1-AP	AB_2880187
CHCHD2 antibody	Proteintech 66302-1-Ig	AB_2881685
CHCHD2 antibody	Prestige antibodies HPA027407	AB_10959659
CHCHD2 antibody	Proteintech 19424-1-AP	AB_10638907
CHRNB4 antibody	Proteintech 22192-1-AP	AB_11232227
Citrate synthase antibody	Proteintech 16131-1-AP	AB_1640013
COX6B1 antibody	Proteintech 11425-1-AP	AB_2085449
EM goat/rabbit IgG, ultra small	Electron Microscopy Sciences, 25100	
IRDye 800CW secondary antibody (anti-mouse)	LI-COR 926-32210	AB_621842
IRDye 800CW secondary antibody (anti-rabbit)	LI-COR 926-32211	AB_621843
NDUFS3 antibody	Proteintech 15066-1-AP	AB_2151109
NeuN antibody	MAB 377	AB_2298772
PARK7 antibody	Proteintech 82913-2-RR	AB_3670647
PDH antibody	Abcam ab110333	AB_10862029
PDHA1 antibody	Invitrogen PA5-21536	AB_11152360
PDHB antibody	Proteintech 14744-1-AP	AB_2162941
Phospho-synuclein antibody (pS129)	Abcam ab51253	AB_869973
Phospho-synuclein antibody (pS129)	Abcam ab168381	AB_2728613
TH antibody	BioLegend 818008	AB_2801155
TH antibody	Millipore 152	AB_390204
TH antibody (anti-human)	Santa Cruz Biotechnology sc-374047	AB_10918377
VDAC1 antibody	Abcam ab186321	
Synuclein antibody (Syn-1)	BD Transduction Laboratories 610787	AB_398108
UQCRC1 antibody	Proteintech 21705-1-AP	AB_10734437
UQCRC2 antibody	Proteintech 14742-1-AP	AB_2241442
UQCRFS1 antibody	Abcam ab131152	AB_2716303
*Reagents*		
Amplex Red Hydrogen Peroxide/Peroxidase Assay Kit	Invitrogen A22188	
CFWS gelatin	Aurion 900.033	
Hoechst	Life technologies H1399	
HQ Silver enhancement kit	Nanoprobes 2012	
Kapa Prove Fast qPCR Master Mix (2X) Kit	Kapa Biosystems KK4715	
Visium spatial gene expression slide and reagent kit	10X Genomics 1000184	
[U-^13^C]glucose	Cambridge Isotope Laboratories CLM-1396-1	
*Experimental models*		
C57BL/6J (WT) mouse	The Jackson Laboratory	RRID: IMSR_JAX:000664
CHCHD2 T61I mutant mouse	Self-generated	RRID: MGI:7855967
*Protocols*		
Body composition and metabolic caging analysis in high-fat–fed mice	*Journal of Visualized Experiments*	DOI: 10.3791/57280
CHCHD2 T61I mouse genotyping	Protocols.io	DOI: 10.17504/protocols.io.kxygxyejwl8j/v1
Coimmunoprecipitation	Protocols.io	DOI: 10.17504/protocols.io.bp2l6zxzkgqe/v1
DAB staining of fixed mouse brain tissue sections	Protocols.io	DOI: 10.17504/protocols.io.n92ldm127l5b/v1
Electron microscopy	*Current Protocols in Neuroscience*	DOI: 10.1002/cpns.70
Electrophysiology	Protocols.io	DOI: 10.17504/protocols.io.261gedqn7v47/v1
Human tissue preparation and immunofluorescence staining	Protocols.io	DOI: 10.17504/protocols.io.n92ld8nxxv5b/v2
Immunofluorescence staining of fixed mouse brain tissue sections	Protocols.io	DOI: 10.17504/protocols.io.kxygx38owg8j/v1
In vivo metabolomics	Protocols.io	DOI: 10.17504/protocols.io.kqdg326b7v25/v1
Mitochondrial isolation and complex I activity assay	Protocols.io	DOI: 10.17504/protocols.io.e6nvwdz87lmk/v1
Mitochondrial ROS assay	Protocols.io	DOI: 10.17504/protocols.io.rm7vz9x98gx1/v1
Stereology	Protocols.io	DOI: 10.17504/protocols.io.6qpvr4ekbgmk/v1
Striatal catecholamines analysis	Protocols.io	DOI: 10.17504/protocols.io.dm6gp97xdvzp/v1
Subcellular fractionation	Protocols.io	DOI: 10.17504/protocols.io.4r3l2q4y3l1y/v1
α-Synuclein extraction and Western blot	Star Protocols	DOI: 10.1016/j.xpro.2021.100372
*Software/Equipment*		
10X Space Ranger	10X Genomics	SCR_023571
Applied Biosystems Sequence Detection System software	Applied Biosystems version 2.4	SCR_005039
BaseSpace	Illumina	SCR_011881
Cell Profiler	Broad Institute version 4.2.8	SCR_007358
ClusterONE	Paccanaro Lab	SCR_011848
Cytoscape	Cytoscape v 3.10.1	SCR_003032
Ethovision software	EthoVision version 10	SCR_000441
GeoMx NGS	Salk Institute Next Generation Sequencing Core (NGS)	SCR_014846
GSEA	Broad Institute 4.4.0	SCR_003199
ImageJ/FIJI	National Institute of Health (NIH)	SCR_002285
LIMMA	Walter and Eliza Hall Institute of Medical Research	SCR_010943
Loupe Browser software	Loupe Browser version 5	SCR_018555
MACP	Self-generated	DOI: 10.5281/zenodo.15335295
MaxQuant	Max-Planck-Institute of Biochemistry	SCR_014485
MSGF+	University of California, San Diego	SCR_015646
Neurolucida	MBF Bioscience	SCR_001775
Oxymax-CLAMS	Columbus Instruments	SCR_016718
Percolator	University of Washington	SCR_005040
R	University of Auckland	SCR_001905
ReAdW	Institute for Systems Biology	SCR_025616
Rstudio	Posit, Version 2022.12.0 + 353	SCR_000432
Stereo Investigator	MBF Bioscience	SCR_024705
SutterPatch	Sutter Instrument, Version 2.3.1	
Thermo XCalibur	Thermo Fisher Scientific	SCR_014593
Tide	Netherlands Cancer Institute	SCR_023704
*Scripts/Analysis files*		
CHCHD2 immunofluorescence staining quantification	Self-generated	DOI: 10.5281/zenodo.17307694
Scripts for human spatial transcriptomics analysis	Self-generated	DOI: 10.5281/zenodo.17298932
Scripts for mouse spatial transcriptomics analysis	Self-generated	DOI: 10.5281/zenodo.10819194

For peroxidase staining, sections were quenched with 3% hydrogen peroxide and 10% methanol in PBS. Sections were then blocked in 10% bovine calf serum with 0.4% Triton X-100. Sections were incubated overnight with rabbit anti-TH (1:1000), mouse anti-α-synuclein (1:500) or rabbit anti-phosphorylated α-synuclein (1:300), followed by biotinylated goat anti-rabbit or anti-mouse IgG (1:300) for 2 hours, and then streptavidin-conjugated horseradish peroxidase (HRP) (1:300) for another 2 hours. Staining was visualized by developing in DAB (Sigma-Aldrich D12384) and 0.003% hydrogen peroxide solution for 3 to 5 min. A detailed protocol for peroxidase staining can be found at dx.doi.org/10.17504/protocols.io.n92ldm127l5b/v1.

Brain sections were imaged with a laser scanning confocal microscope (Zeiss LSM880 with Airyscan) or a slide scanner (Leica Aperio Versa). Quantification of fluorescence and area was performed blinded to genotype with ImageJ or CellProfiler.

### Stereology

Total numbers of TH-positive neurons were quantified blinded to genotype. Region selection of SN and VTA was done under 5× magnification following the definition by Fu *et al.* (*100*). Sections were imaged at 63× using a Zeiss Imager microscope (Carl Zeiss Axio Imager A1) equipped with an XYZ computer-controlled motorized stage and an EOS rebel T5i Digital Camera (Canon), and cell counts were performed using MBF Bioscience’s Stereo Investigator. Counting frame size was 60 μm by 60 μm and systematic random sampling (SRS) grid was 130 μm by  130 μm, with a section interval of 6. A protocol can be found at dx.doi.org/10.17504/protocols.io.6qpvr4ekbgmk/v1.

### Quantifications by CellProfiler

Acquired images were first segmented to resolve individual cells, by manually drawing each cell using the Fiji rectangle selection tools. Individual cell image files were then saved in the input folder and batch processed in CellProfiler [v4.2.5]. The parameters and modules of our CellProfiler pipelines used in this study can be found at Zenodo (DOI: 10.5281/zenodo.17307694).

### Subcellular fractionation

Cells were harvested with a scraper, washed in PBS, homogenized using a glass pestle in isolation medium (250 mM sucrose, 1 mM EDTA, and 10 mM tris-Mops, pH 7.4), and then centrifuged at 600*g* for 10 min at 4°C to pellet nuclei and undisrupted cells. The resulting supernatant was centrifuged at 9000*g* for 10 min at 4°C, separating the supernatant (containing cytosol) from the pellet. The pellet was resuspended in isolation medium and subjected to three additional rounds of centrifugation at 9000*g* for 10 min at 4°C, and the final pellet, containing mitochondria, was retained.

For the isolation of soluble (S) and insoluble (I) fractions from the mitochondrial and cytosolic samples, both fractions were incubated on ice with 1% Triton X-100 for 30 min and then centrifuged at 20,000*g* for 10 min at 4°C. After removal of the supernatant (S fraction), the pellet was incubated in SDS buffer for 30 min and centrifuged for 10 min at 20,000*g* yielding the insoluble fraction (I fraction). A detailed protocol can be found at dx.doi.org/10.17504/protocols.io.4r3l2q4y3l1y/v1.

### Electron microscopy

Mice were deeply anesthetized with avertin and perfused with cold PBS followed by 4% PFA and 0.5% glutaraldehyde. Brains were removed and postfixed in the same fixative solution overnight and stored at 4°C. Samples were sectioned into 100-μm thickness with a vibratome. Before immunogold labeling, brain sections were washed three times with 0.1 M phosphate buffer, reduced by 1% sodium borohydride for 30 min, and incubated in 25% sucrose cryoprotectant for 30 min. After four more washes, brain sections were flash frozen with isopentane and freeze-thawed three cycles to increase permeability. Sections were blocked in 0.1 M phosphate buffer with 0.3% bovine serum albumin (BSA, crystallized) and 0.05% sodium azide, incubated overnight at 4°C with the rabbit anti-TH primary antibody (Millipore AB152) and then with 0.8-nm gold particle goat anti-rabbit antibody (EMS, 25100) overnight. Sections were postfixed for 10 min in 1.5% glutaraldehyde solution at RT. After two washes with 0.1 M phosphate buffer and five washes with ddH_2_O, silver enhancement was done for 7 min at RT (Nanoprobes, 2012). A detailed protocol is provided by Zhang and Morales (*101*).

### Postmortem human SN

Tissue samples from pathologically confirmed cases with ILBs, EPD, late PD, and controls without neurological or neuropathological disease were obtained from the Sydney Brain Bank (table S1). The study was approved by the University of Sydney Human Research Ethics Committee (2021/845). All cases with PD were levodopa responsive and fulfilled the UK Brain Bank Clinical Criteria for the clinical diagnosis (*102*) with no other neurodegenerative conditions. Controls had no Lewy pathology, while ILB and PD cases were staged using the regional location of the Lewy pathology (*103*, *104*). Formalin-fixed paraffin-embedded (FFPE) sections from controls, ILB (Braak stages I and II), EPD (Braak stage IV), and late PD (Braak stage VI) were used to examine the expression of *CHCHD2* and *CHCHD10* and the location of their proteins compared with intracellular αSyn aggregations in DA neurons.

### Human tissue preparation and immunofluorescence staining

FFPE blocks of human midbrains containing SN were cut on a rotary microtome (HistoCore MULTICUT R Rotary, Leica Biosystems) at 6 μm. Sections were mounted on Thermo Fisher Scientific (12-550-15) for GeoMx Human Whole Transcriptome Atlas (WTA, nanostring) according to the manufacturer’s instruction or on Series 2 adhesive microscope slides (Trajan Scientific Medical, AU) for immunofluorescence. Before staining, sections were dewaxed and rehydrated with HistoChoice Clearing Agent (Sigma-Aldrich, H2779) and gradient concentrations of ethanol. Each antibody was tested with immunohistochemistry to determine the optimal solution for heat-induced antigen retrieval. For this immunofluorescence approach, formic acid (70% for 20 min) was applied, followed by tris-EDTA (pH 9.0) in a programmable antigen retrieval cooker (Aptum Bio Retriever 2100, Aptum Biologics Ltd., UK). Sections were blocked with Human BD Fc Block (BD Pharmingen, 564219, 1:50) for 30 min at RT and then with TrueBlack Background Suppressor (Biotium, 23012A) for 1 hour at RT. Primary antibodies (either CHCHD2 or CHCHD10 with αSyn and mitochondrial markers) were diluted in blocking buffer (2% donkey serum, 1% BSA, 0.1% fish gelatine, 0.3% Triton X-100, 0.1% Tween-20, and 0.02% NaN_3_ in PBS) for section incubation at RT overnight, followed by the corresponding Alexa Fluor secondary antibodies with Hoechst nucleus counterstaining (bisBenzimide H 33342 trihydrochloride, Sigma-Aldrich, B2261, 1 μg/ml) at RT for 2 hours. Sections were further incubated in Alexa Fluor 790–conjugated TH antibody in blocking buffer at RT for 2 hours before being treated with TrueBlack Lipofuscin Autofluorescence Quencher (Biotium, 23007). Slides were mounted with EverBrite mounting medium (Biotium, 23001) and sealed with Biotium’s CoverGrip Coverslip Sealant (23005). Negative controls were performed for each staining batch, omitting primary or secondary antibodies. A detailed protocol can be found at dx.doi.org/10.17504/protocols.io.n92ld8nxxv5b/v2.

### α-Synuclein extraction and Western blot

Protein was extracted from flash-frozen brains as described by Stojkovska and Mazzulli (*105*). Briefly, homogenized tissues were extracted by agitating in 1% Triton X-100–containing lysis buffer on ice-water slurry for 30 min. Three freeze-thaw cycles were conducted to facilitate homogenization. Lysate was ultracentrifuged at 100,000*g* for 30 min at 4°C, and the supernatant was collected as “Triton X-100-soluble fraction.” The pellet was further extracted with SDS lysis buffer, sonicated, and centrifuged at 100,000*g* for 30 min at 21°C. The supernatant was collected as “SDS-soluble fraction.” Protein concentration was measured using Pierce BCA assay (Thermo Fisher Scientific, 23227).

Fifteen micrograms of total protein from the Triton X-100 fraction and 25 μg from the SDS fraction were loaded onto polyacrylamide gels (Bio-Rad, 4569033) and electrophoresis was carried out using standard SDS-PAGE procedures. Protein was then transferred from the gel onto a polyvinylidene difluoride (PVDF) membrane (Invitrogen, IB24001) using the iBlot 2 rapid transfer system (Invitrogen, IB21001). Following transfer, the remaining gel was stained by Coomassie brilliant blue to serve as a loading control. The PVDF membranes were fixed in 0.4% PFA for 30 min at 20°C before being blocked for 1 hour in a 1:1 mixture of 1× PBS and Li-Cor’s Odyssey PBS blocking buffer (P/N 927-40000). Membrane was incubated overnight with primary antibodies: mouse anti-α-synuclein (Syn-1, BD Transduction Laboratories, 610787, 1:1000), rabbit anti-phosphorylated α-synuclein (pS129 [MJF-R13 (8-8)], Abcam, ab168381, 1:500) and rabbit-anti-Actb (Abcam, ab115777, 1:2500). After incubation in secondary antibodies, Alexa Fluor 488 anti-mouse (Invitrogen, A11029, 1:10,000) and Alexa Fluor 555 anti-rabbit (Invitrogen, A32732, 1:5000), membrane was imaged by Bio-Rad’s ChemiDoc Imaging System. Quantification was done by Bio-Rad’s Image Lab.

### Metabolomics

Mice were fasted overnight before anesthetizing with isoflurane. The mice then received a 200-μl bolus of [^13^C]glucose solution (Cambridge Isotope Labs, CLM-1396-1) via intraperitoneal injection, followed by tail vein infusion at a rate of 150 μl/hour. After infusion, mice were decapitated and the brains were rapidly removed and flash frozen in dry-iced isopentane. Metabolites were extracted from homogenized brains by incubation in 80% methanol at −80°C for 20 min, followed by centrifugation at 14,000*g* for 15 min. Metabolite supernatants were dried in a Labconco CentriVap before storage at −80°C. Samples were quantified at the UCLA Metabolomics Core. A detailed protocol can be found at dx.doi.org/10.17504/protocols.io.kqdg326b7v25/v1.

### Comprehensive laboratory animal monitoring system

Whole-body metabolism was assessed using the CLAMS system, following the standard protocol described by Lancaster and Henstridge (*54*). Briefly, mice were individually housed for 1 week to acclimate before being placed in the CLAMS chambers. They had ad libitum access to their prescribed diet and water and were maintained at 22°C under a 12-hour light/12-hour dark cycle. Food intake, oxygen (O_2_) consumption, and carbon dioxide (CO_2_) production were continuously monitored. The RER was calculated as the ratio of CO_2_ production to O_2_ consumption, while heat production was derived by multiplying RER by O_2_ consumption and an energy equivalent factor, normalized to body weight.

### Spatial transcriptomics

#### Mouse

Spatial transcriptomics were acquired with Visium spatial gene expression kits (10X Genomics). Sample preparation, sample imaging, and library generation were completed in accordance with 10X Spatial Gene Expression protocols. Briefly, fresh brain tissue was flash frozen in a dry ice isopentane bath. The brain tissue was then embedded in Optimal Cutting Temperature compound (Tissue-Tek 62550-12). Sections (10 μm thin) from the midbrain were made with a cryostat (CryoStar NX50) and then mounted on a 10X spatial gene expression slide. Sections were stained with TH, NeuN, and Hoechst 33342 before imaging on a Leica Aperio Versa slide scanner. The cDNA libraries were generated at the Gladstone Genomics Core and sequenced at the UCSF Center for Advanced Technology on an Illumina NovaSeq 600 on an SP flow cell. Alignment of the sequencing data with spatial data from the Visium slide was completed with the 10X Space Ranger software. Two anatomical regions of interest, SN and VTA, and a control region, thalamus, were identified. RNA capture areas corresponding to each anatomical region were selected for analysis based on their spatial proximity to the anatomical regions, and the expression of known genetic markers. SN and VTA genetic markers included TH, DAT, and VMAT2; thalamus markers included Prkcd, Ptpn3, and Synpo2. 

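The marker genes separated the regions as selected, which describes the selection and is not independent evidence for it. Across 22 sections with SN and thalamus spots, the median of *Th* was 16.4 normalized UMIs per spot in the SN and 0.284 in the thalamus, that of *Slc6a3* (DAT) 12.1 and 0.253, and that of *Slc18a2* (VMAT2) 5.33 and 0.102. All 3 were higher in the SN in 22 of 22 sections. In the 18 sections with VTA and thalamus spots, the VTA medians were 13.6, 8.54 and 5.48, each higher than the thalamus in 18 of 18 sections. *Prkcd* had a median of 5.05 in the thalamus and 0.103 in the SN and was lower in the SN in 22 of 22 sections. *Ptpn3*, with medians of 1.43 and 0.0436, and *Synpo2*, with 0.941 and 0.00823, were lower in the SN in 21 of 22. Permutation tests that flipped the sign of the within-section difference gave p-values from 8e-06 to 2e-05 for the 6 genes in both regions. Medians across capture areas normalized separately describe levels only, whereas each difference was taken within a section.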

Demarcation of SN and VTA was done according to Wu *et al.* (*65*). SN and VTA capture areas also had to contain at least one complete DA neuron soma. Gene rankings for hit analysis were established using the fold change score (FCS) and signal-to-noise score (SNS). Equations for these scores are given as

$$\text{SNS}=\frac{\mu_{\text{HOM}}-\;\mu_{\text{WT}}}{\sigma_{\text{HOM}}+\;\sigma_{\text{WT}}}\times \left(-{\text{Log}}_{10}P\right)$$

$$\text{FCS}={\text{Log}}_{2}\left(\frac{\mu_{\text{HOM}}}{\mu_{\text{WT}}}\right)\times \left(-{\text{Log}}_{10}P\right)$$

where μ is the average gene expression, σ is the standard deviation, and *P* is the *P* value derived from a *t* test. Genes with a *P* value <0.05 that also appeared in the top 20% for both scoring metrics were highlighted as DEGs of interest. 

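The scores were computed from the deposited linear values with all sections of a cohort pooled, using the equal-variance form of the study's two-sample test. The equations name an average, an SD and a t test, but neither the scale nor the handling of capture areas. The linear scale and the pooling are therefore a reading made here. With the unequal-variance form the T61I hits in the SN or VTA numbered 30, and those of the KO cohort 13 in the SN and 15 in the VTA. A filter at a mean of 0.5 in place of 0.1 left 7 T61I hits, and no filter gave 61. In simulated data with 2- to 4-fold changes, the scoring recovered 22.9% of 188 changed genes with 0 false calls in the T61I SN, 21.1% of 185 with 5 false calls in the T61I VTA, and 8.88% of 169 with 9 false calls in the KO VTA. Sections of different capture areas were normalized separately, so their difference in level enters the p-value behind both scores and the SDs of the SNS.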

Code for spatial transcriptomics analysis can be found at Zenodo (DOI: 10.5281/zenodo.10819194).

#### Human

FFPE blocks of postmortem human midbrains were sectioned at 6 μm thickness using a rotary microtome (HistoCore MULTICUT R Rotary, Leica Biosystems). The sections were mounted on Thermo Fisher Scientific slides (catalog no. 12-550-15) and processed using the Nanostring GeoMx Digital Spatial Profiler according to the manufacturer’s instructions, isolating transcripts from either full regions of interest (unmasked) or TH+ (masked) regions (~500 μm). Sequencing libraries were constructed using the Human Whole Transcriptome Atlas (GeoMx Hu WTA) and sequenced on the NovaSeq 6000 following manufacturer protocols. Technical replicates were merged using the Linux “cat” command, and data alignment and feature counting were conducted via the GeoMx NGS analysis pipeline (version 2.0.21) on the Illumina BaseSpace platform. Quality control procedures were executed in R statistical software, applying the following thresholds: minimum segment reads of 1000; ≥80% for percent trimmed, stitched, and aligned; ≥50% for percent saturation; a minimum negative count of 1; a maximum NTC count of 10,000; a minimum of 20 nuclei; and a minimum area of 1000. The overall gene detection rate across all samples was set at a minimum of 1%, with a per-sample minimum gene detection rate also set at 1%. The sequencing of retrieved mRNA probes facilitated spatial transcriptomic measurements of 18,675 transcripts, of which 9012 passed the limit of quantification. Raw counts were subsequently normalized using quantile normalization and DEGs evaluated using LIMMA Voom (*106*). All R scripts used for data processing are available at Zenodo (DOI: 10.5281/zenodo.17298932).

#### Cofractionation coupled with mass spectrometry

WTL and mitochondrial extracts (mt) totaling 500 μg each were obtained from the brains of CHCHD2 WT, CHCHD2 T61 heterozygous and homozygous, and CHCHD2 KO mice. These samples were cross-linked using dithiobis succinimidyl propionate and then subjected to SEC using an Agilent 1100 HPLC system equipped with a 300 mm by 7.8 mm BioSep-4000 Column (Phenomenex), in accordance with a recently described protocol (*61*). This procedure yielded 96 fractions for each extract per genotype. These fractions were subsequently digested with trypsin and analyzed via an Easy-nanoflow liquid chromatography 1200 (Easy nLC; Proxeon) system connected to an Orbitrap Exploris mass spectrometer (Thermo Fisher Scientific). The method for processing the digested samples, the chromatographic separation, and the settings for the comprehensive scanning of mass spectrometry spectra are detailed as previously described (*61*).

#### Liquid chromatography–tandem mass spectrometry

NanoLC connected to an Orbitrap Exploris mass spectrometer (Thermo Fisher Scientific) was used for the analysis of all samples. The peptide separation was carried out using a Proxeon EASY nLC 1200 System (Thermo Fisher Scientific) fitted with a custom-made C18 column (15 cm in length and 150 μm in inner diameter) packed with HxSil C18 3 μm Resin 100 Å (Hamilton). A gradient of water/acetonitrile/0.1% formic acid was used for chromatography. The samples were injected onto the column and run for 95 min at a flow rate of 0.60 μl/min. The peptide separation began with 1% acetonitrile, increasing to 3% in the first 2 min, followed by a linear gradient from 3 to 23% acetonitrile over 74 min, then a steep increase from 24 to 80% acetonitrile over 10 min, and lastly a 10-min wash at 80% acetonitrile. The eluted peptides were ionized using positive nanoelectrospray ionization and directly introduced into the mass spectrometer with an ion source temperature set at 250°C and an ion spray voltage of 2.1 kV. Full-scan MS spectra [mass/charge ratio (*m*/z) 350 to 2000] were captured in Orbitrap Exploris at a resolution of 240,000 (*m*/*z* 400). The automatic gain control was set to 1 × 10^6^ for full FTMS scans and 5 × 10^4^ for MS/MS scans. Ions with intensities above 1500 counts underwent fragmentation in the linear ion trap. The top 15 most intense ions with charge states of ≥2 were sequentially isolated and fragmented using a normalized collision energy of 30%, an activation *Q* of 0.250, and an activation time of 10 ms. Ions selected for MS/MS were excluded from further selection for 30 s. The Orbitrap Exploris mass spectrometer was operated using Thermo XCalibur software. A detailed protocol has been previously described (*61*).

#### LC-MS/MS analysis

Raw spectral files from SEC–high-performance liquid chromatography fractionation-MS experiments were converted into mzXML format using the ReAdW software and then searched against the canonical mouse protein sequences from the UniProt database. To enhance the sensitivity and accuracy of peptide identification, the mzXML files underwent searches against these mouse protein sequences using peptide-spectrum matches from three distinct search engines: Tide (from the Crux suite version 4.1), MS-GF+ (version 2017.01.13), and MaxQuant (version 1.6.7.0) for CF-MS. These searches aimed to maintain an FDR below 0.1% for Tide and MS-GF+ or 1% for MaxQuant, for both peptide and protein identifications. The results from Tide and MS-GF+ were further refined using Percolator. MaxQuant searches were conducted with a 4.5–parts per million (ppm) tolerance for precursor mass in the main search, a 20-ppm tolerance for fragment ion or peptide mass in the first search, and allowance for up to two missed cleavages. Tide searches were set with a 10-ppm tolerance for fragment ion mass and one missed cleavage, while MS-GF+ searches allowed a 20-ppm tolerance for precursor mass with a percolator peptide *Q* value threshold set at 0.1. Across all searches, carbamidomethylation of cysteine was treated as a fixed modification, with methionine oxidation and protein N-terminal acetylation permitted as variable modifications.

#### Computational scoring to predict PPIs from CF-MS datasets

For predicting endogenous PPIs from CF-MS experiments using WTL and mitochondrial (mt) extracts, the MACP R/CRAN software (*61*) was used. The preprocessing steps undertaken included the following: (i) averaging log2-transformed MaxQuant MS1 ion intensities together with spectral counts from Tide and MS-GF+; (ii) excluding proteins identified in only one fraction; (iii) imputing zeros for missing proteins not detected by MS, due to either low abundance or absence in the mouse tissues; and (iv) adjusting for fraction bias and discrepancies in sample injection through row- and column-wise normalization, accounting for the variation in peptide abundance across fractions. Subsequently, the protein elution profile matrix from each search engine for a given sample was independently analyzed for PPI scoring. This analysis used 18 different correlation metrics through the MACP R/CRAN software to calculate pairwise protein profile similarities for each search engine, with details of each profile feature provided in our recent study (*61*). After combining the scores across all search engines, protein pairs were input into three machine learning classifiers (random forest, generalized linear model, and support vector machine), either individually or as a combined ensemble. These models were trained using positive PPIs from CORUM mouse protein complexes, while noninteracting protein pairs from the training set were used as the negative dataset. Model performance was evaluated via fivefold cross-validation using a curated subset of CORUM PPIs held out from training, and area-under-the-receiver-operating-characteristic curve analysis was conducted to assess predictive accuracy. MACP software is available at Zenodo (DOI: 10.5281/zenodo.15335295).

#### Multimeric protein complex predictions from the PPI network

High-confidence PPIs identified through CF-MS experiments across different genotypes were analyzed using the ClusterONE algorithm to delineate complex memberships. The optimization of ClusterONE involved various combinations of parameter adjustments (density, *d*; overlap, *o*) alongside a suite of evaluation metrics (accuracy, maximum matching ratio, and overlap) as we previously described (*61*). In brief, the predicted complexes were compared against known CORUM mouse protein complexes using a range of density (0.2 to 0.45) and overlap (0.5 to 0.8) settings across the evaluation metrics. The parameter settings that yielded the highest composite score—representing the sum of accuracy, overlap, and maximum matching ratio—were deemed most effective for identifying high-quality protein complexes. The interactions among proteins across the four genotypes, along with the predicted macromolecular complexes from the PPI networks derived from CF-MS datasets, were visualized using Cytoscape software (ver. 3.9.1).

#### Differential protein complex analyses

To assess the complex rewiring among the four genotypes, we used coelution profiles of the predicted protein complex subunits. GSEA was performed, treating each complex identified within the four genotypes as a gene set. We then compared the coelution profiles of each subunit within these gene sets across the genotypes.

#### Coimmunoprecipitation

Mitochondria were isolated as described in the “Subcellular fractionation” section. For each immunoprecipitation experiment, as previously described (*107*), 500 μg of mitochondrial lysate, resuspended in 1 ml of RIPA (radioimmunoprecipitation assay) buffer [150 mM NaCl, 50 mM tris-HCl (pH 7.5), 0.1% SDS, 1% Na deoxycholate, 1% NP-40, and 1 mM EDTA] containing protease inhibitor cocktail (PIC), was incubated with 3 μl of antibody at 4°C with agitation for 1 hour. Following this incubation, 100 μl of μMACS Protein A (for rabbit antibodies) and Protein G (for mouse antibodies) magnetic microbeads ( Miltenyi Biotec) was added, and the suspension was further agitated for 4 hours at 4°C. The microbead-bound protein complexes were passed through μMACS columns ( Miltenyi Biotec), washed twice with 1 ml of 0.1% RIPA containing PIC, and then subjected to an additional wash with 1 ml of detergent-free RIPA buffer. Proteins were eluted using 100 μl of 2× Laemmli buffer heated at 95°C, and eluates were analyzed by immunoblotting as previously described (*108*). A detailed protocol can be found at dx.doi.org/10.17504/protocols.io.bp2l6zxzkgqe/v1.

#### Blue native polyacrylamide gel electrophoresis

A detailed protocol for characterizing isolated mitochondria can be found at dx.doi.org/10.17504/protocols.io.e6nvwdz87lmk/v1. A piece of mouse cerebrum containing the midbrain was flash frozen and pulverized for mitochondrial isolation. The mass of isolated mitochondria was measured using a Pierce BCA protein assay kit. To quantify levels of the supercomplex, 50 μg of isolated mitochondria was loaded onto a Native PAGE 3 to 12% gradient gel and stained by Invitrogen’s colloidal blue staining kit (Invitrogen LC6025). Proteins were transferred onto a PVDF membrane by wet transfer, and stained with total OXPHOS antibody cocktail (Abcam ab110411) followed by IRDye 800CW donkey anti-mouse (LI-COR 926-32212). Blots were visualized using a ChemiDoc Imaging System (Bio-Rad 12003153) and analyzed with Bio-Rad’s Image Lab (Bio-Rad v6.1).

#### Complex I activity assay

To measure the enzyme activity of complex I, 10 μg of crude mitochondria preps was dispensed into a 96-well plate containing 50 mM pH 7.4 potassium phosphate buffer, 2 mM potassium cyanide, BSA (2.5 mg/ml), 5 mM MgCl_2_, 2 μM Antimycin A, 100 μM decylubiquinone, and 300 μM K2NADH, with or without 1 μM rotenone. Immediately after combining mitochondria with the above reagents, 340 nm absorbance was measured for 45 min on a Spectramax M4 plate reader. A detailed protocol can be found at dx.doi.org/10.17504/protocols.io.e6nvwdz87lmk/v1.

#### Mitochondrial ROS assay

Mitochondrial hydrogen peroxide (H_2_O_2_) levels were measured using the Amplex Red Hydrogen Peroxide/Peroxidase Assay Kit (Invitrogen, A22188). Crude mitochondrial preps (30 μg) were resuspended in 50 μl of mitochondrial respiration buffer (120 mM KCl, 5 mM KH_2_PO_4_, 10 mM Hepes, 2 mM MgCl_2_, 1 mM EGTA, 5 mM Pyr, and 2.5 mM malate, pH 7.2) and dispensed into a 96-well plate. Following the immediate addition of 50 μl of Amplex Red working solution [100 μM Amplex Red reagent and HRP (0.2 U/ml)], fluorescence was recorded at 590 nm (excitation at 560 nm) for 45 min using a SpectraMax M4 plate reader. A detailed protocol is available at dx.doi.org/10.17504/protocols.io.rm7vz9x98gx1/v1.

#### Quantification and statistical analysis

Details of statistical analyses, including sample size (*n*), its definition, error bar descriptions, statistical tests used, and significance levels, are provided in the figure legends. Linear mixed modeling was applied to compare animal behavioral data. Electrophysiology assessments were analyzed using either a parametric *t* test or a nonparametric permutation test. Two-way analysis of variance (ANOVA) with Sidak’s post hoc test was used for comparisons of catecholamine levels, insoluble CHCHD2 Western blotting, mitochondrial ultrastructure quantification, targeted pathway analysis in Visium spatial transcriptomics, complex I activity assay, and ROS level analysis. Two-way ANOVA with Tukey’s post hoc test was applied to histological analyses, immunofluorescence staining, Western blot quantification, and metabolomics. Human transcriptomic comparisons were conducted using the LIMMA-Voom contrasts of the SNV between CTR and ILB/EPD/LPD with age, sex, and postmortem delay as covariates. CLAMS analysis was assessed using two-way ANOVA with Dunnett’s post hoc test. Differentially expressed genes in Visium spatial transcriptomics were identified by selecting the top 20% of DEGs based on *t* test results. GSEA was used for differential protein complex analysis. Welch’s *t* test was used for blue native polyacrylamide gel electrophoresis supercomplex level comparisons. Seahorse assay data were analyzed using one-way ANOVA with Dunnett’s post hoc test. All statistical analyses were performed using GraphPad Prism (version 10.4.1) and Microsoft Excel.

How the deposited data were processed for this re-analysis (not part of the article)

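The data are Visium spatial transcriptomes of 24 mouse midbrain sections on 6 capture areas. In the CHCHD2 KO cohort, 4 WT sections and 4 sections labelled KO were compared at 13 months of age, and in the CHCHD2 T61I cohort 8 WT and 8 homozygous T61I sections at 16 months. The genotype of each section was taken from its name in the tables and from the title and genotype entry of the sample labels, never from its values. Other entries of these labels do not describe this experiment. Their growth and treatment entries concern a chemogenetic experiment in other mice, and the library name differs from that of the deposited tables in most samples, so the labels could not be checked against each other in full. Human samples of the paper were not analysed here.

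The authors aligned the reads with Space Ranger, assigned spots to sections and to SN, VTA, thalamus and, in part of the T61I cohort, further dopaminergic groups in Loupe Browser, and deposited the median-normalized average signal of each gene per section and region. This signal is the UMI count summed over the spots and divided by the summed size factors, computed for each capture area separately. The paper's text names neither the version of Space Ranger nor the genome build. The tables of 3 capture areas list 20538 genes (slide 1), 21604 (well B1 of slide 3) and 21407 (well C1). Those of slide 2 and of wells A1 and D1 of slide 3 list 1882, 3433 and 3156 genes, each reaching 1 in at least one column, so an unlisted gene was taken as missing and not as 0. The assembly of the reference gene table used here, GRCm38.p6, served only for gene names and for which genes neighbour *Zfand6*. Of the columns, 96 were used and 22, which hold spots that the authors excluded or deselected, were not.

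Every value was a whole multiple of what one UMI was worth in its column (share of whole values 1 in the lowest column), so UMIs were recovered from the deposited signal and summed to give depths. In the VTA of the KO cohort a section held between 15332 and 240828 UMIs, and in that of the T61I cohort between 175046 and 402884.

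Tests used log2(value + 0.1) computed from the deposited signal, with the section as the unit and the comparison made within capture areas. Exceptions are the study's scoring and two-sample test, run here with all sections of a cohort pooled, and alternatives named as such. A pathway score is the mean over the genes of a list that every capture area of the cohort lists, if at least 3 remained. Scores were compared by exact permutation of genotype labels within capture areas, with 36 relabellings in the KO cohort, 432 in the T61I SN, 72 in the T61I VTA and 648 in the T61I thalamus, and Benjamini-Hochberg adjustment over 42 pathway tests and, apart, 24 marker tests. The differences between lines used 100000 relabellings, adjusted over 6 differences. All genes were tested with limma 3.58.1 (eBayes with a trend, capture area as a block, genes with a mean of at least 0.1 and values in at least 2 sections of each genotype, adjusted p under 0.05). Gene sets were tested with limma's fry. The study's fold change score and signal-to-noise score were computed on the deposited linear signal, with a p under 0.05 in the study's two-sample test and the 20% of such genes with the largest absolute values of both scores. In counts recovered from the signal, edgeR 4.0.16, run as an added alternative on genes listed in every capture area, called 4 genes in the KO SN, 0 in the KO VTA, 1 in the T61I SN and 0 in the T61I VTA. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

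The gene lists, the main tests, most alternatives and the rule for named genes were set before the data were examined. By that rule the text names the genes the paper names for these data, genes listed in advance, among them *Chchd2*, *Chchd10* and *Drd2*, up to 3 genes per cohort and region past the limma threshold that changed alike in every capture area, the gene with the smallest p where none passed, the genes with the largest fall and rise of the glycolysis, complex I and complex III lists, and scoring hits where 5 or fewer passed. Alternatives added after the data were seen are pooled dopaminergic spots, over all sections and over those of the region only, every gene each capture area lists, genes listed in every capture area, edgeR, division by the capture-area mean, 2 rules for genes at 0, and the differences between lines with one KO-cohort section or T61I capture area left out. The main rule of the study's scoring was itself completed after the data were seen. Genes at 0 in every section of one genotype have an infinite fold change score, and when ranked first they made up all 54 hits of the KO SN and all 58 of the KO VTA. After this was seen they were left unranked, before the results of leaving them unranked were seen, and both versions are reported.

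Marker lists of cell types were scored in the same way. In the SN, the dopaminergic list changed by 0.62 in sections labelled KO and −0.068 in T61I sections, the oligodendrocyte list by −0.16 and −0.076, the neuron list by −0.17 and 0.0027, and the astrocyte list by −0.025 and 0.42. In the VTA these changes were 0.17 and −0.0040, −0.24 and 0.077, −0.26 and −0.051, and 0.33 and 0.022. In the thalamus they were 0.20 and −0.10, −0.045 and 0.068, −0.011 and −0.10, and −0.029 and 0.36. The smallest adjusted p of the 24 marker tests was 0.111. The microglia list kept 2 genes in each cohort and the endothelial list 0 in the KO and 1 in the T61I cohort, so neither was scored. In the KO cohort PPP kept 1 gene and the integrated stress response 2, and these were not scored there.

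The pathway lists were also scored in the thalamus. In the sections labelled KO, glycolysis changed by 0.0061, complex I by −0.020, complex II by 0.34, complex III by −0.018, complex IV by −0.038 and complex V by −0.050. In T61I sections, glycolysis changed by −0.13, PPP by 0.055, complex II by −0.12, complex IV by −0.15, complex V by −0.12 and the integrated stress response by −0.044. The median change of all genes tested there was −0.13 and, without well B1, −0.013. Over genes with a mean of at least 0.5 it was −0.035, and over genes listed in every capture area −0.066. The smallest adjusted p of the pathway scores of the thalamus was 0.731.

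The procedures were tested on simulated counts drawn from the real means and depths with a dispersion of 0.02 and changes of 2- to 4-fold. In the KO VTA, limma recovered 10.1% of 169 changed genes with 0 false calls, in the T61I SN 67.6% of 188 with 3, and in the T61I VTA 60.0% of 185 with 5. The study's scoring recovered 8.88%, 22.9% and 21.1% of these genes, and in the KO VTA 0% with 40 false calls when genes at 0 in one genotype were ranked first. On the genes listed in every capture area, edgeR recovered 69.8% of 53 changed genes in the KO VTA, 98.4% of 62 in the T61I SN and 90.4% of 73 in the T61I VTA, with 4 false calls in each.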

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

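The tests in this part chosen only after the result was seen are those of *Zfand6* in the rest of the section and of its UMIs, of *C1qa*, of hemoglobin, of neurons for the astrocyte markers, of slide 2 for glycolysis, and of a section-wide difference for glycolysis, complex I, the astrocyte markers and *C1qa*. The last 4 were first read from the rest of the section alone, which had excluded such a difference for all but complex I, and then, by 1 common test, from the change in the region minus that in the rest of the same sections. The criteria for FWT624, for the difference between lines on complex I and for FPM932 were written before their values were seen, all came out against the technical explanation, and were then read more cautiously, as leaving it open.

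Of 44 groups of sections, 7 held a section that stood apart from the others of its genotype, where chance gives about 1 in 20. In the VTA of the KO cohort, the WT section FWT624 had a complex I score of −0.32 relative to its capture area, from 3 spots and 15332 UMIs. Thinning the other 3 sections of its capture area to its number of UMIs moved their scores by a mean of −0.12, so lost UMIs did not account for the whole gap. The noise of 3 spots stays open, and low counts and a true difference of this section cannot be told apart.

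In the SN of the T61I cohort, complex III was −0.065 in the WT section FWT958 and 0.088 in the T61I section FPM955, both on well A1 of slide 3. Without well A1 the T61I change of complex III in the SN was −0.023 (exact permutation test, p = 0.0556). On the same well, the sex genes of FWT958 and MPM939 go against the first letters of their names, and MPM939 minus FWT958 gave −0.14 on a score of 50 genes that separates the genotypes elsewhere. An exchange of these 2 sections may contribute to the spread on this well. It does not explain FPM955. No biological explanation was tested.

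In the VTA of the T61I cohort, complex III was −0.12 in the T61I section MPM937. It shares well B1 with a single WT section with VTA spots, so both deviate by the same amount in opposite directions. Without well B1 the change of complex III in the VTA was −0.032 (exact permutation test, p = 0.111), so this pair of sections makes up much of the change of −0.075. No explanation was tested.

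In the thalamus, the T61I section FPM932 was low for complex I (−0.48), complex III (−0.61) and glycolysis (−0.43). It rests on 6 spots and 28116 UMIs. If its spots came from outside the thalamus, its thalamus markers would be low. Their mean was 0.64, the lowest of the 4 sections on well D1, but 4 of the 15 sections of the cohort were lower, of which 2 rest on 1 spot each. Misplaced spots and a difference of this section cannot be told apart, because the markers of so few spots are noisy.

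The effects of the lines in the VTA differed for complex I, −0.22 (permutation p = 0.00154, adjusted p = 0.00924 over 6 differences). For glycolysis the difference of 0.26 did not pass the adjustment (permutation p = 0.0479, adjusted p = 0.144). Without FWT624 the change of complex I in the sections labelled KO was 0.052 in place of 0.15, and the difference between lines was −0.12 (permutation p = 0.00151), so this section alone does not make up the difference. With every section of the KO cohort thinned to 15332 UMIs of its listed genes, the change was 0.10 (exact permutation test, p = 0.222). Slide 2 lists 1882 genes and slide 1 lists 20538, so the sections of slide 2 kept a greater depth and depths were not made equal. Shallow WT sections and a difference between the lines cannot be told apart for complex I, because the KO change was within its spread with and without thinning. Age and slide also differ between the cohorts and stay open.

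For glycolysis in the VTA of sections labelled KO, few WT spots on slide 1 are not the whole cause, since slide 2 alone gave −0.34. A larger share of ribosomal protein UMIs, 9.07% in WT and 11.0% in sections labelled KO, is not either, since the change was −0.21 when scaled to the other genes. After thinning to 15332 UMIs of the listed genes, which left slide 2 deeper than slide 1, it was −0.31 (exact permutation test, p = 0.0556). The rest of the same sections changed by −0.065 (exact permutation test, p = 0.0556, the smallest possible), and the VTA change minus that was −0.17 (exact permutation test, p = 0.0556). With so few relabellings a section-wide fall and one of the VTA cannot be told apart. For complex I in the VTA of T61I sections, scaling to the genes other than ribosomal protein and mitochondrially encoded genes left −0.063. The rest of the same 10 sections changed by −0.043 (exact permutation test, p = 0.0556), and the VTA change minus that was −0.024 (exact permutation test, p = 0.194). A section-wide fall and one of the VTA cannot be told apart, since this difference is within its spread. The genotype stays open for both patterns, as a hypothesis.

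*Zfand6* was lower in T61I sections outside the regions the paper analysed, with a log2 change of −2.16 over the rest of the section (limma adjusted p = 9.4e-08). A change confined to SN and VTA spots is excluded by that value. Fewer UMIs in the T61I sections are excluded because only 6.60% of the UMIs expected at the WT rate were found, 132 against 1760 in WT. Loss of the stretch of chromosome around the gene is excluded for the 10 nearest measured genes, of which 0 had a log2 change under −1. A strain variant at the 3′ end of the transcript, where the assay primes, was not tested and stays open, as does a change of the gene's expression. All values come from wells B1 and C1.

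*C1qa* was higher in the SN of T61I sections (log2 change 0.66, limma adjusted p = 0.0114, higher in 4 of 4 capture areas). Its change in the SN minus that in the rest of the same sections was 0.51 (exact permutation test, p = 0.00926), so a section-wide difference is excluded as the whole cause. Without well C1 or D1 it did not pass the threshold (limma adjusted p = 0.626 and 0.452), nor without the capture area as a block or with eBayes without a trend (limma adjusted p = 1.00 and 0.175), in a range of 0.00411 to 1.00 over its limma and edgeR alternatives. The study's two-sample test with Benjamini-Hochberg adjustment did not call it. In the SN of sections labelled KO it changed by 0.74 (exact permutation test, p = 0.0556, the smallest possible). *C1qa* is on the microglia list, which kept too few genes to be scored. A larger share of microglia in the spots was not tested and stays open.

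*Hbb-bs* was higher in the VTA of T61I sections (log2 change 1.40, limma adjusted p = 0.00184, higher in 3 of 3 capture areas). The other hemoglobin genes rose as well, the least by 0.95, which is consistent with blood left in the tissue. Its exact permutation p was 0.139. The call was lost with a pseudocount of 0.01 (limma adjusted p = 0.679), a mean of at least 0.5 (0.158), eBayes without a trend (0.764), genes listed in every capture area (0.235) and edgeR (0.706), in a range of 2.57e-27 to 0.764 over its limma and edgeR alternatives. The study's two-sample test with Benjamini-Hochberg adjustment did not call it. Without well C1 it was lost as well (limma adjusted p = 0.220).

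The astrocyte markers were higher in the SN of T61I sections by 0.42 (exact permutation test, p = 0.00463, the smallest possible; adjusted p = 0.111 over 24 marker tests), for 4 of 4 genes and in 4 of 4 capture areas. With the number of spots as a covariate the change was 0.34. The change in the SN minus that in the rest of the same sections was 0.29 (exact permutation test, p = 0.0463), so a section-wide difference is excluded as the whole cause. If the spots held fewer neurons, the neuron markers would fall and the other glial markers would rise too. The neuron markers changed by 0.0027 (exact permutation test, p = 0.954) and were higher in 3 of 4 capture areas, so no fall was seen, but with SDs within capture areas of 0.12 in WT and 0.063 in T61I sections a small fall is not excluded. The oligodendrocyte markers changed by −0.076, but the difference between the lists, 0.50, was not beyond the spread (exact permutation test, p = 0.0648), so a lower share of neurons and a change in astrocytes cannot be told apart.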

How the results depend on the processing

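Every result was computed again under alternatives that each changed one choice. Over 85 results and 1282 such values, 1051 kept their direction and side of the threshold or moved within their spread, 96 moved, 81 reversed, 39 became weaker and 15 stronger. Of the 1051, 229 were two-sided tests within capture areas with too few relabellings for a p under 0.05, most of them in the KO cohort, so they could not become significant and say nothing about stability beyond direction. Of the reversals, 1 concerned a change that its test had called, complex I in the T61I VTA with pooled spots, and the others concerned changes that no test had called. Most of those pooled spots lie outside the VTA. The causes were not tested except where stated. The tests chosen only after the data were seen are pooled dopaminergic spots, over all sections and over those of the region only, every gene each capture area lists, genes listed in every capture area, edgeR, division by the capture-area mean, both rankings of genes at 0, and the differences between lines with one section or capture area left out.

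Without the capture area as a block, glycolysis in the KO VTA, −0.24, had an exact permutation p of 0.0286, the smallest possible there. Its 14 genes lower had a one-sided p of 0.0429 by the same permutation. Beside the exact permutation p of 0.0556 within capture areas, limma's fry gave glycolysis in the KO VTA p = 0.0243 (limma fry adjusted p = 0.243). Complex I in the T61I VTA, −0.067, then had an exact permutation p of 0.675, and its 34 genes lower 0.345. The differences between lines in the VTA, 0.26 for glycolysis and −0.22 for complex I, had permutation p-values of 0.258 and 0.256 with labels permuted over all sections. The capture areas differ in level, and without the block that difference enters the spread. Limma then called 1 gene in the T61I SN, 2 in the T61I thalamus and 2 in the rest of the T61I sections.

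With a pseudocount of 1, complex III in the T61I VTA was −0.067 (exact permutation test, p = 0.0278), the integrated stress response there −0.0079, and the difference between lines on glycolysis 0.19 (permutation p = 0.0604). With a pseudocount of 0.01, limma called 1 gene in the T61I SN and 0 in the T61I VTA.

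With nuclear-encoded genes only, complex III in the T61I VTA was −0.094 (exact permutation test, p = 0.0278), complex V in the KO VTA −0.027, and in the T61I SN complex I −0.0040 and complex IV −0.0013. On the linear scale, complex II in the KO SN was 0.0033, and in the T61I VTA glycolysis was −0.0014 and the integrated stress response −0.0066. With every gene each capture area lists, complex II in the KO VTA was 0.081 and the integrated stress response in the T61I VTA −0.033.

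With all dopaminergic spots of a section pooled, complex I in the T61I VTA became 0.00062 (exact permutation test, p = 0.969) with 23 genes lower, complex III had 5 genes lower and PPP was −0.077. In place of the T61I SN, pooled spots gave glycolysis 0.0079 with 7 genes lower, complex I with 23 genes lower and complex IV −0.0042. In place of the KO SN they gave glycolysis −0.14, complex I 0.0062 with 19 genes lower and complex IV −0.0017, and in place of the KO VTA complex IV −0.0017 and complex V −0.026. Pooling also adds T61I sections that lack the region, and spots outside it. In the 10 sections with VTA spots alone, pooled spots gave complex I −0.023 (exact permutation test, p = 0.222) with 31 genes lower, PPP −0.058 and complex V −0.030 (exact permutation test, p = 0.0278). In the 14 with SN spots they gave glycolysis 0.0051, complex I with 23 genes lower, complex III with 6 and complex IV −0.0039.

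With sections of at least 5 spots, which leaves out FWT624 in the KO cohort, complex I in the KO SN was 0.00095 with 21 genes lower and complex IV −0.027, and in the KO VTA complex II was 0.062, complex III −0.043 and complex V −0.028. With the first letter of the section name as a covariate, glycolysis in the KO SN had 6 genes lower and complex II was 0.0075, complex IV in the KO VTA was −0.013, and in the T61I SN glycolysis was 0.0022 and complex III had 6 genes lower. Limma then called 1 gene in the rest of the KO sections and 31 in the rest of the T61I sections. After rescaling by the median ratio, in the T61I SN glycolysis was 0.015, complex III 0.016 and complex V 0.011, and limma called 2 genes in the rest of the KO sections and 2 in the rest of the T61I sections.

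With arrayWeights, limma called 4 genes in the KO SN, 6 in the KO VTA, 3 in the KO thalamus and 5 in the rest of the KO sections, and 6 in the T61I VTA, 17 in the T61I thalamus and 7 in the rest of the T61I sections. With edgeR on recovered counts there were 4 in the KO SN, 1 in the T61I SN, 0 in the T61I VTA and 0 in the rest of the T61I sections, where *Zfand6* is not listed in every capture area and was not tested. With no filter there were 2 in the KO thalamus, 6 in the T61I VTA and 2 in the rest of the T61I sections. A mean of at least 0.5 left 1 gene in the T61I SN, 0 in the T61I VTA and 0 in the rest of the T61I sections, and so did genes listed in every capture area, with 1, 0 and 0. EBayes without a trend called 1 in the T61I SN and 0 in the T61I VTA. The study's two-sample test with Benjamini-Hochberg adjustment called 0 in the T61I SN, 0 in the T61I VTA and 0 in the rest of the T61I sections, where 153, 215 and 143 genes had an unadjusted p under 0.05.

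In the study's scoring, taking the 20% of all genes tested gave 289 hits in the KO SN, 305 in the KO VTA, 153 in the T61I SN and 213 in the T61I VTA, with 5 shared by SN and VTA in T61I, 6 in KO, 13 shared by the lines and 361 in the SN or VTA of T61I. Scores beyond 80% of the largest gave 0, 0, 0 and 1 hits, and 1 in all in T61I. With no filter there were 29 in the T61I SN, 61 in all in T61I and 1 shared by the lines. A mean of at least 0.5 gave 11, 17, 3 and 4, with 7 in all in T61I. The unequal-variance test gave 13 in the KO SN and 15 in the KO VTA. Division by the capture-area mean gave 78 in the T61I SN and 104 in the T61I VTA, 180 in all, with 2 shared by SN and VTA and 1 by the lines. Genes at 0 in one genotype ranked first gave 54 in the KO SN and 58 in the KO VTA, with 2 shared by these regions (*Adgrl3* and *Wdr33*) and 1 by the lines. Together with no filter, that ranking gave 72, 106, 50 and 55, with 2 shared in T61I, 5 in KO, 1 by the lines and 103 in all in T61I.

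Leaving out each KO-cohort section in turn gave these ranges. In the KO SN, glycolysis ranged from −0.017 (without FKO660) to 0.067 with 6 to 9 genes lower, complex I from −0.070 to 0.00095 (without FWT624) with 21 to 28 genes lower, complex II from −0.081 to 0.035 and complex IV from −0.027 to 0.058. In the KO VTA, complex II ranged from −0.22 to 0.062 (without FWT624), complex III from −0.043 (without FWT624) to 0.17, complex IV from −0.016 to 0.032 and complex V from −0.028 (without FWT624) to 0.058. Limma called from 0 to 1 gene in the KO SN (1 without FKO660) and from 0 to 4 in the rest of the KO sections (4 without FWT894). The study's scoring gave from 4 to 32 hits in the KO SN and from 8 to 34 in the KO VTA, with the low counts each without a section of slide 1.

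Leaving out each capture area of the T61I cohort in turn kept complex I in the VTA between −0.070 and −0.065 with 30 to 35 genes lower, and its p rose because fewer relabellings remain. In the SN, glycolysis ranged from −0.048 to 0.017 with 8 to 10 genes lower, complex I from −0.00099 to 0.057 with 15 to 23, complex III from −0.023 to 0.0089 with 5 to 7, complex IV from −0.020 to 0.044 and complex V from −0.029 to 0.0097. In the VTA, glycolysis ranged from −0.038 to 0.093 with 2 to 10 genes lower, PPP from −0.060 to 0.085, complex II from −0.046 to 0.0019 and the integrated stress response from −0.066 to 0.093. Limma called from 0 (without well C1) to 4 genes (without well A1) in the SN, from 0 (without C1) to 6 (without B1) in the VTA and from 1 to 5 (without A1) in the rest of the section. The study's scoring gave from 4 (without C1) to 31 hits (without B1) in the SN, from 2 to 34 in the VTA, from 6 to 64 in all, and from 0 to 1 shared by SN and VTA. Without C1, fewer genes were tested in the SN and VTA, 3754 and 3118 against 9027 and 9151.

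Among the limma fits, *Zfand6* in the T61I VTA did not pass the threshold with a pseudocount of 0.01, with eBayes without a trend or without well B1 (limma adjusted p = 0.679, 0.764 and 0.255, in a range of 7.96e-04 to 0.764 over its limma alternatives). In the T61I SN it did not pass with a pseudocount of 0.01 (limma adjusted p = 0.0538). Without well C1 it was not tested in either region. Over the rest of the section it passed under every limma alternative that tested it, with a largest limma adjusted p of 6.26e-04. It passed in none of the 3 regions with the study's two-sample test and Benjamini-Hochberg adjustment.

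In the differences between lines, leaving out each KO-cohort section and each T61I capture area in turn gave a range of −0.26 (without FWT352) to −0.12 (without FWT624) for complex I in the VTA, of 0.20 (without well D1) to 0.33 (without well B1) for glycolysis in the VTA and of −0.077 to 0.013 (without FKO660) for glycolysis in the SN. Complex I in the VTA did not pass without MKO625 or FKO660 (permutation p = 0.0667 and 0.0689), and glycolysis in the VTA passed only without FKO660 or well B1 (permutation p = 0.0436 and 0.00136).

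With 36 relabellings, no exact permutation p under 0.0556 can be reached in the KO cohort. Its WT sections have 3 to 20 VTA spots each, and limma recovered 10.1% of 169 simulated changes in the KO VTA. On the genes listed in every capture area edgeR recovered 69.8% of 53 there and called 0 genes in the real data.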

Differences from the paper's values

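The paper counts 17 genes past its scoring in the SN or VTA of T61I mice, where 38 were found here. None of the alternatives set before the data were examined has a count within 1.5 times of the paper's 17. They gave 361 with the 20% taken of all genes tested, 1 with scores beyond 80% of the largest, 61 with no filter, 7 with a mean of at least 0.5, 39 after rescaling to the same sum, 30 with the unequal-variance test, and between 6 and 64 with one capture area left out. The added alternatives, chosen after seeing the data, gave 180 with values divided by the capture-area mean, 38 with genes at 0 in one genotype ranked first and 103 with no filter and genes at 0 in one genotype ranked first.

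The paper names 3 genes as hits in both the SN and VTA of T61I mice, where 0 were found here. Of the alternatives set before the data were examined, taking the 20% of all genes tested gave 5 and leaving out well B1 gave 1 (*Nudt13*), and the others gave 0, so the first exceeded the paper's 3 and none equalled it. With values divided by the capture-area mean, chosen after seeing the data, 2 genes were shared (*Trim41* and *Zfand6*), and with no filter and genes at 0 in one genotype ranked first, also chosen after seeing the data, 2 (*Slc2a12* and *Wnk4*). *Zfand6* was a hit in the SN in the main setting and in both regions with the 20% taken of all genes tested or, chosen after seeing the data, with values divided by the capture-area mean. *Lrmda* was a hit in the SN under those same 2 settings, one of them chosen after seeing the data, and in the VTA with no filter. *Apobec1* was a hit in neither region under any setting run. Neither was *Cox6a2*, which the paper counts among the 17 and which had 8 UMIs in WT and 14 in T61I sections of the SN, and 3 and 3 in the VTA.

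The paper finds no gene shared by the hits of the lines. Here 0 were shared, under a rule for genes at 0 that was completed after the data were seen. With such genes ranked first, 1 was shared (*Phip*), and with values divided by the capture-area mean 1, both chosen after seeing the data. With no filter 1 was shared, and with the 20% of all genes tested 13.

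The paper describes the change of complex I and III genes in KO mice as slight. In the VTA of sections labelled KO, 14 of 43 complex I genes were lower and the change was 0.15 (exact permutation test, p = 0.111), against −0.067 in T61I sections. Without FWT624, which rests on 3 VTA spots, the KO change was 0.052. Complex III changed by 0.084 in the VTA of sections labelled KO (exact permutation test, p = 0.889) and by −0.043 without FWT624. With 36 relabellings no exact permutation p under 0.0556 can be reached in the KO cohort, so these tests cannot decide whether the KO changes are slight. In size, the KO change of complex I was larger than that of T61I sections, and smaller than it without FWT624. In its pathway analysis of T61I mice the paper reports no gene set under its threshold. With limma's fry on 16 tests of lists chosen here, which are not the paper's gene sets, complex I in the VTA was under it, with an adjusted p of 0.0448. The paper found no CHCHD2 peptide in KO brain (Fig. 1C), and the mean of the *Chchd2* transcript was higher in the SN, the VTA and the rest of the sections labelled KO than in WT, and lower in the thalamus, all within the spread.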

Other observations

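The tests of *Chchd2* and *Lrmda* in this part were chosen only after the results were seen. The check of the exchange score in the other capture areas was added after the first score was seen.

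The mean of *Chchd2* was higher in the SN, the VTA and the rest of the sections labelled KO than in WT sections. In the thalamus it was lower, 4.39 against 5.08 (exact permutation test, p = 0.556). None of these differences was beyond the spread. If KO and WT labels had been exchanged, some sections would lack the transcript, but the lowest section, outside the selected regions, held 61.7% of the median section. This goes against an exchange only if KO sections lack the counted transcript. A deletion that leaves a transcript with the 3′ end in place, and UMIs shared with a related sequence at *Zbed5*, were not tested, and with either of them no section would lack it, so exchanged labels and right labels cannot be told apart. If its RNA had spread from the WT sections of the same capture area, the sections labelled KO would stay below them, but they held 122% of the WT sections in the lower of the 2 capture areas and 136% in the other. If the labels are right, such spread is excluded as the whole cause by these values. Wrong labels other than an exchange stay open as well, for example sections of mice that were not KO, since the sample labels also carry entries of another experiment.

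*Lrmda* was lower in T61I sections over the rest of the section as well, with 67 UMIs against 238 in WT, 24.4% of those expected at the WT rate (exact permutation test, p = 0.0556, the smallest possible with wells B1 and C1). A change confined to SN and VTA spots is excluded. With no filter, limma called *Lrmda* there. *Apobec1* had 87 UMIs in WT and 80 in T61I sections there (exact permutation test, p = 0.389).

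The first letter of the section names goes against the sex genes in some sections. On well A1 of slide 3, *Xist* was 0.0208 in FWT958 and 0.339 in MPM939, the reverse of their letters. An exchange of the 2 sections would also exchange their genotypes. A score of 50 genes, chosen in the other capture areas, was 0.083 in FWT958, −0.041 in FWT959, −0.055 in MPM939 and 0.013 in FPM955, and MPM939 minus FWT958 was −0.14, the sign an exchange predicts. Held out in turn, the score separated the genotypes in 3 of 3 other capture areas. With the 2 exchanged, both T61I sections of well A1 would score above both WT sections, as in the other capture areas. No test used exchanged labels, so this stays a hypothesis, and the sections keep their labels in all tests. On slide 2, *Ddx3y* was 0.467 in FWT00 and 0.538 in FKO623, both named with F, against 0.0366 and 0.0278 in the other sections of that slide. No explanation was tested for these.

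*Chchd10* changed by 0.058 in the SN and −0.028 in the VTA of T61I sections, and *Drd2* by 0.029 and −0.020. In sections labelled KO these changes were −0.0074 and 0.21 for *Chchd10*, and 0.44 and −0.16 for *Drd2*. None of them passed the limma threshold.

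*Cox6a2*, which the paper names among the genes changed in T61I mice and as changed in human tissue, had 8 UMIs in WT and 14 in T61I sections of the SN, and 3 and 3 in the VTA. Over the rest of the section it was 0.192 ± 0.0430 (SD, n = 4) in WT and 0.215 ± 0.0343 (SD, n = 4) in T61I sections (exact permutation test, p = 0.222).

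Over the rest of the section, neuron markers changed by −0.19 in sections labelled KO (exact permutation test, p = 0.0556, the smallest possible). In T61I sections there, complex IV changed by −0.041 and complex II by −0.071 (exact permutation tests, p = 0.0185 for both), PPP by −0.051 (p = 0.037, permutation test) and the integrated stress response by −0.039 (p = 0.0231, permutation test). The oligodendrocyte markers changed there by −0.16 (exact permutation test, p = 0.0494), lower for 6 of 6 genes and in 4 of 4 capture areas. Whether the falls of the pathway scores follow from the cell types in the spots was not tested and stays open. These comparisons were outside the 42 adjusted pathway tests and the 24 marker tests.

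Other splits of the same sections were tested for each count of genes. Where 0 genes were found, every split gives at least as many, so the counts of splits there say nothing. In the KO cohort these were 18 of 18 for the 0 genes found by limma in the SN, the VTA, the thalamus and the rest of the section, where 346, 332, 289 and 551 genes had an unadjusted p under 0.05. In the T61I cohort, 1 of 100 splits gave as many genes in the SN, the real one, 10 of 36 in the VTA, 100 of 100 in the thalamus, where 0 passed and 328 had an unadjusted p under 0.05, and 8 of 100 in the rest of the section. For the study's scoring, as many hits came from 4 of 18 splits in the KO SN, 1 of 18 in the KO VTA, 57 of 100 in the T61I SN and 26 of 100 in the T61I VTA. With 18 splits a share under 0.05 cannot be reached. For the 0 hits shared by SN and VTA, and the 0 shared by the lines, the count of 100 of 100 splits is equally void.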
